# Genome-wide map of regulatory interactions in the human genome

**DOI:** 10.1101/gr.176586.114

**Published:** 2014-12

**Authors:** Nastaran Heidari, Douglas H. Phanstiel, Chao He, Fabian Grubert, Fereshteh Jahanbani, Maya Kasowski, Michael Q. Zhang, Michael P. Snyder

## Abstract

Increasing evidence suggests that interactions between regulatory genomic elements play an important role in regulating gene expression. We generated a genome-wide interaction map of regulatory elements in human cells (ENCODE tier 1 cells, K562, GM12878) using Chromatin Interaction Analysis by Paired-End Tag sequencing (ChIA-PET) experiments targeting six broadly distributed factors. Bound regions covered 80% of DNase I hypersensitive sites including 99.7% of TSS and 98% of enhancers. Correlating this map with ChIP-seq and RNA-seq data sets revealed cohesin, CTCF, and ZNF143 as key components of three-dimensional chromatin structure and revealed how the distal chromatin state affects gene transcription. Comparison of interactions between cell types revealed that enhancer–promoter interactions were highly cell-type-specific. Construction and comparison of distal and proximal regulatory networks revealed stark differences in structure and biological function. Proximal binding events are enriched at genes with housekeeping functions, while distal binding events interact with genes involved in dynamic biological processes including response to stimulus. This study reveals new mechanistic and functional insights into regulatory region organization in the nucleus.

Since the sequencing of the human genome in 2001, great progress has been made in mapping the location of genes and other regulatory genomic elements. Systematic mapping of transcription factor binding sites and open chromatin regions have uncovered complex regulatory networks revealing mechanisms of gene regulation (The ENCODE Project Consortium 2012). However, increasing evidence suggests that in addition to local interactions, 3D contacts between distal regulatory elements play an important role in gene regulation (Gondor and Ohlsson 2009; Schoenfelder et al. 2010). Such contacts have been implicated in diverse biological phenomena including development, cancer, and immune response (Jhunjhunwala et al. 2008; Kenter et al. 2012; Rickman et al. 2012; Apostolou et al. 2013; Liu and Cheung 2013; Phillips-Cremins et al. 2013). However, due to the limited ability to study three-dimensional (3D) chromatin structure with sufficient breadth and resolution, our knowledge regarding the characteristics and impact of chromatin structure remains limited.

Numerous genomic technologies have evolved to interrogate 3D interactions, each with its own benefits and disadvantages. Virtually all of the experimental methods use cross-linking of chromatin, cleavage of DNA, and proximity ligation of interacting segments to create chimeric fragments of DNA. In the first iteration of this method, chromatin conformation capture (3C), these chimeric fragments were detected via PCR and electrophoresis (Dekker et al. 2002). In recent years significant advances in sequencing technology have spawned a variety of high-throughput variations (Dostie et al. 2006; Simonis et al. 2006; Zhao et al. 2006; Fullwood et al. 2009; Lieberman-Aiden et al. 2009). One such technology, Hi-C, allows genome-wide detection of interaction frequencies, typically at a resolution of 20–50 kb, and has been used to reveal megabase scale topologically associated domains (TADs) that organize human and mouse genomes. (Dixon et al. 2012; Gibcus and Dekker 2013). High-resolution detection of interacting fragments < 10 kb via Hi-C requires extremely deep sequencing but has recently been achieved and used to characterize chromatin interactions in human fibroblast cells (Jin et al. 2013). More commonly, high-resolution detection of interactions is achieved by targeting specific genomic regions with alternative techniques. For example, 5C technology allows high-resolution detection of interaction frequencies but is only currently feasible for small portions (∼1%) of the genome (Sanyal et al. 2012). Application of 5C to selected regions of the mouse genome revealed substantial changes in subTAD architecture between different cell types (Phillips-Cremins et al. 2013). However, the limited genomic coverage precludes the generation and characterization of genome-wide distal regulatory networks. A third technique, Chromatin Interaction Analysis by Paired-End Tag sequencing (ChIA-PET), uses a chromatin immunoprecipitation step that allows the detection of long-range interactions at regions bound by a target protein of interest. Enriching for loci bound by a specific protein drastically reduces the sequencing depth required to accurately detect interactions and enables detection of interactions between regions of < 5 kb. This technique has been utilized to study interactions involving subsets of functional genomic elements bound by estrogen receptor 1(ESR1), POLR2A, CTCF, SMC1A, and H3K4me2 (Fullwood et al. 2009; Handoko et al. 2011; Chepelev et al. 2012; Li et al. 2012; DeMare et al. 2013; Zhang et al. 2013).

Despite these advances, many questions regarding the nature of 3D chromatin interactions remain elusive: What factors and combinations of factors are involved in establishing and maintaining long-distance interactions? How do the chromatin states of distal interacting loci effect gene expression? How are these interactions used to regulate different biological functions? Answering these questions requires both a comprehensive map of interactions between regulatory elements and detailed maps of transcription factor (TF) binding, histone modification, and gene expression in the investigated cells.

To address these questions, we conducted ChIA-PET experiments targeting six chromosomal proteins/modifications broadly associated with transcriptional regulation in a well-characterized myelogenous leukemia human cell line (K562). The interrogated regions cover the vast majority of open chromatin regions and provide a genome-wide map of long-range interactions between regulatory elements. Through extensive integration with hundreds of available genomic data sets, we characterized the proteins involved in 3D chromosomal organization, the functional impact of interactions, and the general characteristics of distal regulatory networks. To address the function and specificity of these interactions, we also conducted ChIA-PET experiments targeting RAD21 in a well-characterized human lymphoblastoid cell line (LCL) and compared it with RAD21 anchored interactions in K562 cells.

## Results

### Genome-wide map of regulatory interactions

In order to detect regulatory interactions on a global scale, we conducted ChIA-PET in K562 cells using antibodies targeting six broadly distributed DNA binding proteins and histone marks (hereinafter referred to simply as “factors”). 

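K562 is an established erythroleukemia cell line. The deposited ChIA-PET data for it comprise 14 data sets, each a list of binding peaks and a list of interactions in hg19 coordinates. There are 3 data sets each for RAD21 and POLR2A and 2 each for H3K4me1, H3K4me2, H3K4me3 and H3K27ac. The labels give no replicate numbers, so each data set is named here by its factor and the number of interactions in its list. The paper's Table S2 numbers biological and technical replicates, and its rows can be tied to the lists by their numbers of peaks alone. The lists hold 31483 interactions, of which 31212 join loci on 1 chromosome and 271 join different chromosomes. For each interaction the authors give the number of PETs over each anchor, the number of PETs linking both anchors, and a Z-score. Before this, they removed duplicate, multiply mapped and self-ligated PETs, called peaks and filtered scored peak pairs at an FDR of 10%. Over the 16 data sets of both cell lines, the paper's Table S2 gives 72576997 to 225434403 sequenced PETs per data set. Linking PETs of the called interactions sum to 587 to 83139 per K562 data set. Anchors were used as deposited, without the extension by 1500 bp that the authors used for calling, and an overlap of 1 bp at both anchors made a pair of interactions shared. Distance was the start of the second anchor minus the end of the first. Interactions of 1 data set are not independent replicates, so counts of data sets are given as results. Unless stated, technical replicates by the paper's Table S2 are separate data sets in these counts.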

The factors include marks of enhancers, promoters, and active regulatory elements (H3K4me1, H3K4me2, H3K4me3, H3K27ac) as well as POLR2A and a component of the cohesin complex (RAD21). At least two biological replicate experiments were performed and interactions were scored and filtered using a novel ChIA-PET processing method (Supplemental Methods). This method determines both binding sites and interaction frequencies between any two bound loci. Due to a physical connection through the DNA molecule itself, random interactions occur at a rate that correlates with genomic distance (Dekker et al. 2002). To account for the influence of genomic distance on interaction frequency, we devised a resampling method that generates a control rewired data set that retains the same distribution of PET distances as the observed data set. For each pair of binding peaks, we calculate a *Z*-score by comparing the interaction frequency to the local mean and standard deviation of interaction frequencies from the rewired data set. *Z*-scores are calculated for both observed and rewired data sets, which allows interactions to be filtered to a user-defined false discovery rate (FDR). At an FDR of 10% we identified a total of 29,366 confident long-range interactions from the six factors/proteins (Supplemental Table S1). 

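RAD21, a subunit of cohesin, gave the longest K562 list, with 11133 interactions, and H3K4me3, a mark of active promoters, gave the shortest, with 189. The other RAD21 lists hold 3314 and 3631 interactions. POLR2A gave 1186, 2210 and 2781 interactions and H3K4me1, a mark of enhancers, 491 and 3136. H3K4me2 gave 286 and 378, the longer H3K4me3 list holds 1178, and H3K27ac gave 578 and 992. After interactions overlapping at both anchors were merged across the 14 data sets, 19542 intrachromosomal interactions were left. The number of binding peaks per data set ranged from 16845 for H3K4me3 189 to 74039 for H3K4me1 491.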

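Interacting loci of the histone marks were wider than those of the proteins in the K562 data as deposited. Their medians were 2399 to 3799 bp per data set, against 951 to 982.5 bp for POLR2A and 217 to 277 bp for RAD21. The authors called peaks with MACS2 for RAD21 and POLR2A and with SICER for the histone marks. A difference between marks and proteins therefore cannot be told apart from one between calling methods. Over all anchors of the 14 data sets the median was 411 bp, and 3411 bp with 1500 bp added on each side. The median distance between anchors was 109398 bp, and 98.9% of intrachromosomal interactions spanned less than 1 Mb. Per data set the median distance ran from 53001 bp for H3K4me3 189 to 149807 bp for RAD21 11133. Without RAD21 11133, which holds the most interactions, the median anchor was 925 bp.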

The median size of the interacting loci was 3603 bp, while the median distance between two interacting loci was 120,367 bp (Supplemental Fig. S1). Specific information for each data set and each factor can be found in Supplemental Tables S2 and S3.

To better understand the nature of each interaction, we compared our ChIA-PET results to the extensive list of elements defined by the ENCODE Project Consortium (2012). We first defined a set of “regulatory elements” in K562 cells by intersecting chromatin state calls as determined by Hoffman et al. (2013) and DNase I hypersensitive sites (DHSs) as defined by Thurman et al. (2012). Each DHS was assigned to a single chromatin state based in the chromatin state it overlapped, with the most resulting in 169,871 annotated regulatory elements and 32,395 undefined elements that did not overlap any chromatin state calls (Table 1; see Supplemental Methods for details). The binding peaks detected from our six ChIA-PET data sets covered the majority of DNase I hypersensitive sites (80%) and annotated regulatory elements, (82.7%) including 99.7% of TSS and 98.0% of enhancers (Fig. 1A; Table 1). A total of 44% of CTCF regions, 36% of promoter regions, and 21% of enhancers were involved in at least a single interaction (Table 1; Supplemental Table S4).

**Table 1.**
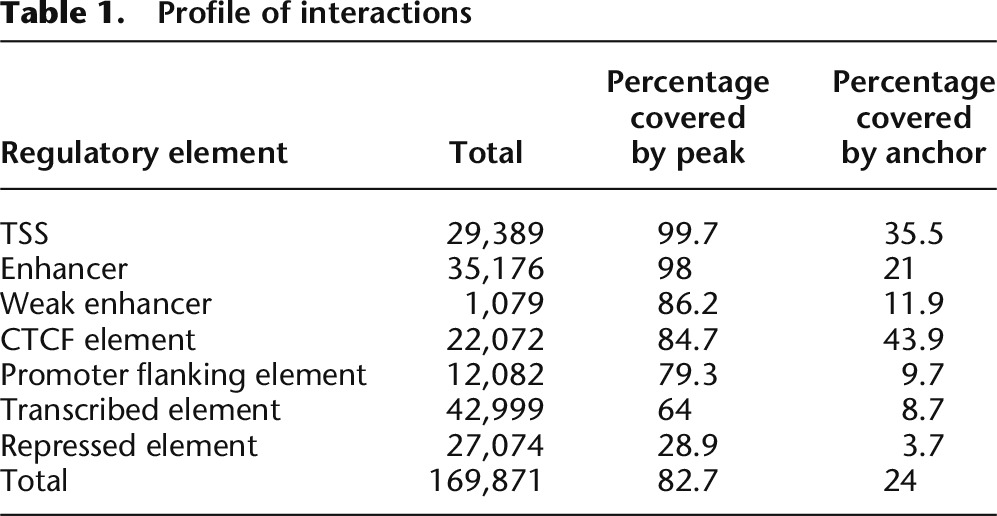
Profile of interactions

**Figure 1.**
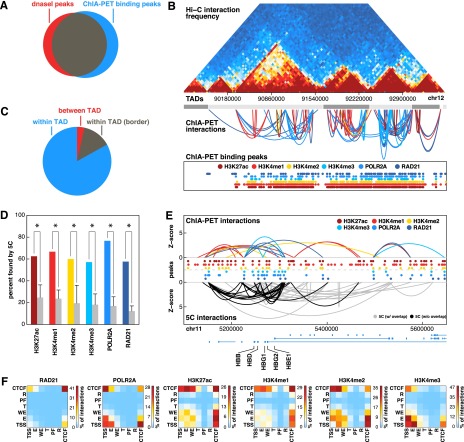
Comparison of ChIA-PET to Hi-C and 5C. (*A*) Venn diagram depicting overlap between binding peaks detected from ChIA-PET data sets (all six factors combined) and DNase I hypersensitive sites. A total of 80% of DNase I peaks are bound by at least one ChIA-PET peak. (*B*) Comparison of interactions found by ChIA-PET and Hi-C data sets. Hi-C interaction frequencies for human embryonic stem cells are shown in the *top* panel. TADs determined by Hi-C are represented by alternating light and dark gray boxes. ChIA-PET interactions are represented by arches. The height of each arch is proportional to the *Z*-score of each interaction and the color indicates in which data set it was detected. ChIA-PET binding peaks are shown at the *bottom*. (*C*) Pie chart depicting the number of ChIA-PET interactions that are completely within one TAD (blue), within one TAD and overlap a TAD border (gray), and between two TADs (red.) TAD borders were defined by extending borders 20 kb in both directions. (*D*) Percentage of ChIA-PET interactions also found by 5C. Only ChIA-PET interactions that were tested by 5C were considered. Gray bars represent expected percentages generated by randomly selecting interactions from the tested 5C region while retaining the same distribution of interaction distances. (*) *P*-value < 0.05 (permutation testing, 1000 permutations). (*E*) ChIA-PET interactions (*top*) and 5C interactions (*bottom*) at the globin locus on chromosome 11. Heights of arches represent *Z*-scores of interactions. ChIA-PET interactions are colored according to data sets. 5C interactions are colored according to whether or not they overlap a ChIA-PET interaction (black: yes, gray: no). Binding peaks for each data set are represented by colored circles. (*F*) Heat maps depicting the percentage of interactions from each data set that connect different types of genomic loci.

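The region of chromosome 12 shown in Fig. 1B held 34 interactions in 10 of the 14 K562 data sets, which merged to 24. The link seen most often joined the promoter of BTG1, an antiproliferative gene, to an intergenic locus near PLEKHG7. Its anchors lie at 92529801 to 92541999 (hg19) and at 92963601 to 92964599, and it was called in 5 data sets of 3 factors (H3K4me3, POLR2A and RAD21) with 50 linking PETs in all. A further BTG1 promoter link, to an enhancer-marked locus at 92797304 to 92798135, was called in 3 data sets of POLR2A with 23 linking PETs in all. Enhancer-marked means here that the anchor overlaps H3K4me1 and H3K27ac peaks and no H3K4me3 peak. Of the 24 merged interactions, 1 was found with more than 1 factor. The longest spanned 1690131 bp and was called from 2 linking PETs, too few to give a precise frequency.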

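The region of the globin genes on chromosome 11 (5100000 to 5700000, hg19) held 20 interactions in 8 of the 14 K562 data sets, which merged to 19. An intergenic anchor at 5225001 to 5227199, downstream of HBB, was linked to a locus at 5310801 to 5313399 in the H3K4me3 and RAD21 data. This link had 16 linking PETs in all, of which 1 came from the H3K4me3 call. The same anchor was linked to a locus at 5262201 to 5270799 by 3 PETs in the H3K4me3 data. This locus lies over HBG1 and over the HBD gene record, upstream of the canonical HBD start at 5255713 (minus strand). HBG1, which encodes a fetal globin chain, had its promoter in 2 merged interactions, each called from 2 linking PETs. The other loci were at 5296201 to 5303399 and at 5144801 to 5146799. The first lies in the HBE1 gene record, which reaches from 5289575 to 5526882. It is upstream of the canonical HBE1 start at 5291175 (minus strand). The HBB promoter lay in a peak of 6 data sets and in no interaction. HBG2 and HBE1 promoters, taken from the gene record or from the canonical transcript (an alternative chosen after seeing the data), were in no interaction either. Their gene records start far away, at 5526835 and 5526882. The canonical HBG2 start is 5276011, and both HBG1 promoter anchors overlap HBG2 and end at 5275799. This is within the 1500 bp used for calling, so the absence for HBG2 depends on the promoter window. At these PET numbers an absent call does not show that a contact is absent.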

ChIA-PET interactions are highly consistent with interactions determined by both Hi-C and 5C (Fig. 1). Genome-wide interactions maps generated by Hi-C suggested that genomes are organized in megabase scale topologically associated domains (TADs) characterized by high intradomain interaction frequencies. Consistent with these findings, the vast majority of our ChIA-PET interactions (97%) connected two regions within the same topological domain (Fig. 1B,C).

High-resolution interaction maps have been generated for K562 using 5C technology, albeit for only a small fraction of the genome (∼1%). Within these regions 62.5% of ChIA-PET interactions were also identified by 5C. This overlap is significantly higher than expected (19.2%) based on permutation testing (*P* < 0.001) (Fig. 1D). Comparison to previous ChIA-PET data sets targeting POLR2A in K562 cells reveals that a greater fraction of our interactions agree with 5C results (Supplemental Fig. S1A; Li et al. 2012). This improvement in accuracy of interaction calling can be attributed to increases in sequencing depth as well as the distance-dependent scoring method and stringent empirical FDR filtering we used.

Comparison of the types of interactions that comprised each data set revealed the similarities and differences between each TF (Fig. 1F). For example, 41% of RAD21-bound interactions linked two CTCF elements and only 7% connected enhancers to promoters. In contrast, 47% of H3K4me3-bound interactions connected enhancers to promoters but only 28% connected two CTCF elements. Despite these differences the majority of interactions were detected in more than one data set. 

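Anchors of the K562 interactions were classed by the ChIA-PET peaks they overlap, since chromatin states were not used. Promoter-marked anchors overlap an H3K4me3 peak, enhancer-marked anchors overlap H3K4me1 and H3K27ac peaks without H3K4me3, and a further class overlaps RAD21 and none of the histone marks. RAD21 interactions joined enhancer-marked to promoter-marked anchors in 24.0% of 3292, 19.3% of 3621 and 16.3% of 11111 interactions, the last with a Wilson 95% interval of 15.6% to 17.0% that covers counting error only. RAD21 without histone marks lay at both anchors of 7.62%, 14.4% and 19.5% of these interactions. POLR2A interactions joined promoter-marked anchors to each other in 46.8% to 63.4% of cases per data set and to enhancer-marked anchors in 31.05% to 39.1%. H3K4me1 interactions joined enhancer-marked anchors to each other in 50.8% of 486 and 45.5% of 3125, and in 27.8% and 22.5% with histone peaks required in every data set of the mark. Every H3K4me3 anchor is an H3K4me3 peak, so all 179 and 1164 H3K4me3 interactions are between promoter-marked anchors by construction. With that requirement the enhancer-to-promoter share of H3K4me1 interactions, averaged over data sets, was 15.8% in place of 29.7%.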

A total of 19,007 (65%) of interactions were found in more than one data set while 10,359 (35%) were factor-specific. 

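Of the 31212 intrachromosomal K562 interactions, 10625 (34.0%) overlapped an interaction of another factor at both anchors and 20587 did not. A further data set of the same factor did not count as another factor. H3K4me2 interactions were shared in 47.2% of 659 cases, H3K4me3 in 45.1% of 1343, H3K27ac in 40.8% of 1554, POLR2A in 40.03% of 6021, H3K4me1 in 38.3% of 3611 and RAD21 in 29.3% of 18024. Random pairs of each data set's own peaks, matched on chromosome and distance, were shared in 2.94% of cases on average. In 14 of 14 data sets the observed share was above each of 100 random draws (permutation p = 0.0099, the smallest that 100 draws allow).

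**Figure D1:**
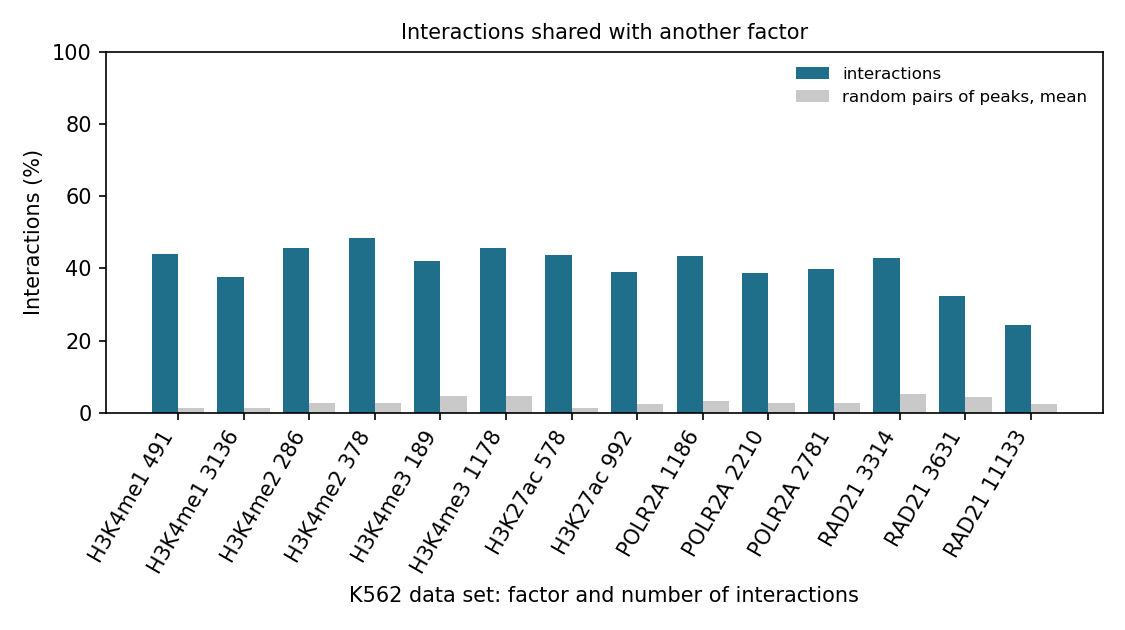
Percent of interactions of each K562 data set (factor and number of interactions) that overlap an interaction of another factor at both anchors, beside the mean of 100 draws of random peak pairs matched on chromosome and distance. The observed share is above the random share in 14 of 14 data sets.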

The total numbers of general and factor-specific interactions for each data set are detailed in Supplemental Table S3 and displayed in Supplemental Figure S1D.

Given the agreement between previous interaction studies and the comprehensiveness of the coverage we conclude that our data set represents a genome-wide map of long-range interactions between regulatory elements in K562 cells.

### Cohesin, CTCF, ZNF143, and HOT regions are enriched at interacting loci

To determine which TFs participate in long-range interactions, we intersected our data with binding regions of 102 TFs determined via ChIP-seq by the ENCODE Project Consortium (2012). Four factors were strongly enriched at interacting loci; RAD21, SMC3, CTCF, and ZNF143 (Fig. 2A; Supplemental Fig. S2A). RAD21 and SMC3 are members of the cohesin complex, a complex traditionally known for tethering together sister chromatids during mitosis. However, cohesin complex is bound to DNA throughout most of the cell cycle and has been recently implicated in long-range interactions (Kagey et al. 2010; Hoffman et al. 2013; Merkenschlager and Odom 2013; Phillips-Cremins et al. 2013). CTCF, a canonical insulator protein, which is found at the majority (96.7%) of RAD21 sites in K562 cells, has also recently been implicated in long-range interactions (Handoko et al. 2011). ZNF143 is a zinc finger protein known as a transcriptional activator, which often colocalizes with CTCF and cohesin (Xie et al. 2013). ZNF143 has been shown to regulate both coding and noncoding genes by binding an 18-bp motif located on the core promoter region, but to date has not been implicated in the regulation of 3D chromatin structure (Schaub et al. 1997; Ngondo-Mbongo et al. 2013). These four factors were enriched both when the experimental data were pooled (Fig. 2A) and when each factor was analyzed separately (Supplemental Fig. S2A).

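RAD21 peaks of K562 cells lay at 66.1% to 74.0% of the peaks that take part in an interaction, over the 11 data sets of the other factors. Among peaks of the same data sets in no interaction, the share was 27.6% to 48.7%. The ratio was highest for H3K4me1 491, with 71.5% of 889 interacting peaks against 27.9% of 73150 other peaks (2.57 times), and lowest for H3K4me3 189, with 72.2% of 345 against 48.7% of 16500 (1.48 times). Ratios were 2.45 to 4.14 with RAD21 peaks found in every K562 RAD21 data set, and 1.35 to 2.41 with RAD21 peaks of GM12878. RAD21 was enriched in 11 of 11 data sets (two-sided Fisher's exact test, highest adjusted p = 2.26e-18, Benjamini-Hochberg over 11). RAD21 ChIA-PET peaks stand in for ChIP-seq peaks, and SMC3, CTCF and ZNF143 were not analysed.

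**Figure D2:**
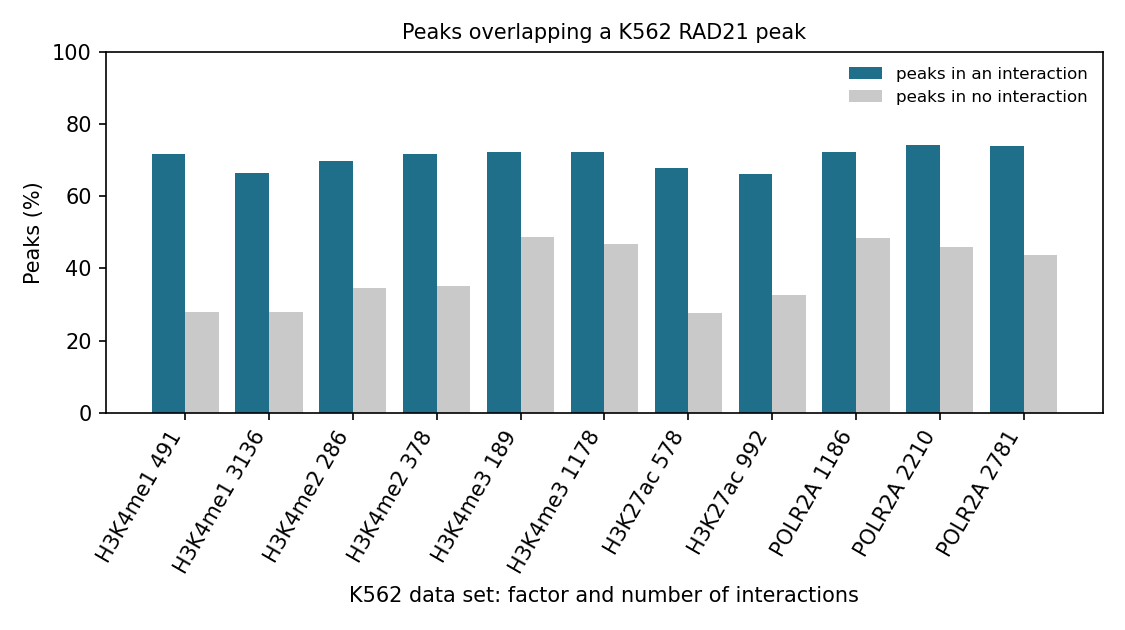
Percent of peaks that overlap a K562 RAD21 peak, for peaks in an interaction and peaks in no interaction of 11 K562 data sets (factor and number of interactions). The share is higher for interacting peaks in 11 of 11 data sets.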

**Figure 2.**
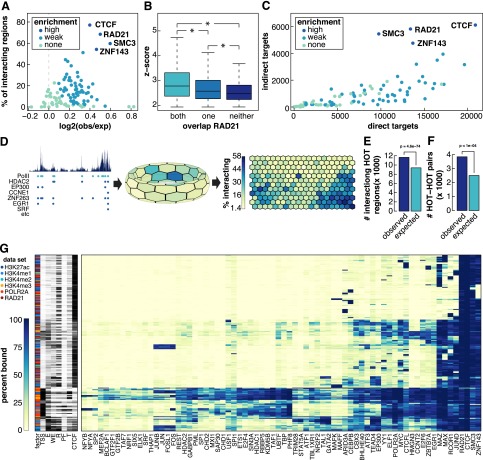
Factors enriched at interacting loci. (*A*) TF enrichment at interacting loci. The *x*-axis represents the log_2_ ratio of observed divided by expected TF binding peaks that overlap interacting loci. The *y*-axis represents the number of interacting loci at which that factor is bound. Colors of circles represent the level of enrichment (see Supplemental Methods). (*B*) Box and whisker plot of *Z*-scores of interactions that overlap a RAD21 peak at both, one, or neither end of an interaction. (*) Significant differences (*P* < 0.05, Wilcoxon signed-rank test). (*C*) Scatter plot comparing the number of direct and indirect targets of each TF. Colors correspond to how enriched that factor was at interacting loci. (*D*) Depiction of how SOM maps were generated using POLR2A as an example. (*Left*) Binding profile of POLR2A in K562 cells as well as POLR2A peaks (light blue circles) and peaks of other TFs that overlap POLR2A peaks (dark blue). (*Middle*) Toroidal depiction of SOM generated from POLR2A data set. Each hexagon represents a neuron comprised of POLR2A binding peaks that share patterns of TF cobinding. (*Right*) Planar view of POLR2A SOM map. Neurons are colored to depict the percentage of POLR2A peaks in each neuron that are involved in an interaction. (*E*) Barplot showing number of observed and expected HOT regions involved in interactions. *P*-values were determined by Fisher’s exact test. (*F*) Barplot showing number of observed and expected number of interactions linking two HOT regions. Significance was determined by permutation testing. (*G*) Heatmap representing neurons that are significantly enriched for interactions (*P* < 0.01, Fisher’s exact test with Benjamini-Hochberg correction, fold-enrichment > 2). For visualization purposes, only selected TFs are shown. The data sets in which a neuron was detected are shown on the far *left* as well as the percentage of peaks in each neuron that overlapped different types of annotated DHSs.

We next determined whether the strength of an interaction correlated with the presence or absence of RAD21. Indeed, for all data sets interactions with RAD21 bound at both ends had significantly higher *Z*-scores relative to interactions where RAD21 was not bound at either end or bound at only one end (*P* < 0.05, Wilcoxon signed rank test) (Fig. 2B; Supplemental Fig. S2B). 

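Interactions with RAD21 at both anchors had a higher median Z-score than those with RAD21 at neither in 9 of 11 K562 data sets, and the difference passed the test in 7 (two-sided Mann-Whitney test, Benjamini-Hochberg over 11 at 0.05). POLR2A 1186 and 2210, technical replicates by the paper's Table S2, both count among the 11, the 9 and the 7. H3K4me1 3136 had a median of 2.89 over 1663 interactions with RAD21 at both ends and 2.63 over 474 with RAD21 at neither (adjusted p = 4.59e-25). POLR2A 2781 had medians of 2.80 and 2.54 (adjusted p = 6.51e-10). The medians were 2.45 and 2.50 in H3K4me2 378 (adjusted p = 0.488) and 2.64 and 2.82 in H3K4me3 189 (adjusted p = 0.529). Against interactions with RAD21 at 1 end, the Z-score was higher at adjusted p under 0.05 in 7 data sets. The count against neither end was 11 with RAD21 peaks found in every K562 RAD21 data set, 4 with anchors extended by 1500 bp and 3 when ranks were compared within deciles of interaction distance.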

Finally, we compared the number of proximal targets (TF binds at gene promoter) and distal targets (TF binds at distal loci that interacts with gene promoter) of each TF. While most TFs regulate target genes via both proximal and distal binding, RAD21, SMC3, CTCF, and ZNF143 had the highest ratios of distal vs. proximal targets (Fig. 2C). Taken together these results implicate cohesin, CTCF, and ZNF143 as the central regulators of long-range interactions. These findings also suggest that these factors act at both ends of an interaction.

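RAD21 lay at both anchors of 51.6% to 59.7% of interactions over the 11 K562 data sets of the other factors. Random pairs of the same anchors, matched on chromosome and distance, had it at both ends in 45.6% to 59.7% of cases on average. These draws can return the called pairs themselves, most easily in short lists, which moves the random share towards the observed one. A share within the draws therefore does not decide whether RAD21 acts at both ends. The observed share was above each of 100 draws in 2 data sets, H3K4me1 3136 (53.2% against a mean of 45.6%) and H3K27ac 992 (51.6% against 46.2%), each with a one-sided permutation p = 0.0099, the smallest that 100 draws allow. In the POLR2A data sets the share was 55.9% to 59.6% and the random mean 57.3% to 59.7%. Against random pairs of all peaks, in an interaction or not, the share was above each draw in 11 of 11. From the binding of RAD21 and its partners at interacting loci, the higher Z-scores with RAD21 at both ends and the high ratios of distal to proximal targets, the paper proposes that these factors act at both ends of an interaction.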

We next determined whether certain combinations of factors were enriched at interacting genomic loci (Fig. 2D–G). For each TF we built a self-organizing map (SOM) which clusters genomic loci into neurons based on the combinations of factors that are bound (Fig. 2D). Multiple neurons were enriched for interactions indicating that certain TF coassociations do correlate with long-range interactions. To elucidate which combinations of TFs were enriched, we constructed a heatmap displaying the combinations of TFs in each neuron (Supplemental Fig. 2G). Note, only neurons that were significantly enriched (*P* ≤ 0.01, Fisher’s exact test with Bonferroni correction) for interactions are shown. RAD21 and CTCF and SMC3 were present at very high percentages in virtually all of the neurons that were enriched for interactions. ZNF143 were in most but not all such neurons. These results underscore the central role of these four factors in establishment or maintenance of (3D) chromatin structure. Several other small clusters are evident including neurons with high percentages of enhancer-related TFs such as EP300 and TEAD4. Another cluster of neurons enriched in interactions is characterized by the presence of AP-1 family (FOS and JUN) proteins which are known as early response transcription factors and are involved in cell proliferation, differentiation, and survival as well as other important cellular events (Ameyar et al. 2003).

Many of the neurons in this plot were characterized by cobinding of many TFs (Fig. 2E,F). These neurons tended to contain TSS regions and may represent high-occupancy target (HOT) regions, genomic loci bound by multiple TFs that often mark the promoters of highly expressed genes (Moorman et al. 2006; Gerstein et al. 2010; Negre et al. 2011; Yip et al. 2012). We found that HOT regions, as determined by Boyle and colleagues were significantly enriched in long-range interactions (*P* = 5.9 × 10^−62^, Fisher’s exact test) and that HOT regions had a strong preference to interact with other HOT regions (*P* = 4.5 × 10^−271^, Fisher’s exact test) (Boyle et al. 2014). Taken together these findings support the model that DNA looping brings active promoters into distinct nuclear subcompartments termed “transcription factories.”

### Functional impact of interactions between promoters and distal regulatory elements

Physical interaction of gene promoters with distal regulatory elements represents an important mechanism of gene regulation. Understanding these interactions requires both mapping the interactions between promoters and distal regulatory elements and assessing their functional significance. Our genome-wide map of regulatory interactions intersected with a broad range of other data sets acquired on K562 cells and other well-characterized cell lines allows us to achieve a detailed understanding of the functional impact of long-range interactions at a level not previously achieved.

We first investigated the effect that chromatin state of a distal interacting region had on gene expression (Fig. 3A). We observed a clear trend in which interactions with transcription start sites (TSS), transcribed regions (T), or enhancers (E) resulted in high gene expression, interactions with weak enhancers (WE) or CTCF regions resulted in moderate gene expression, and interactions with repressed (R) regions resulted in low gene expression. These results have several important implications. First, these results clearly indicate that (3D) chromatin structure does significantly correlate with transcriptional activity and is therefore an important characteristic to consider when building regulatory networks and models of regulation. Second, these findings suggest that all types of distal chromatin states have an impact on gene expression and that the type of distal chromatin state is a predictor of the functional impact.

**Figure 3.**
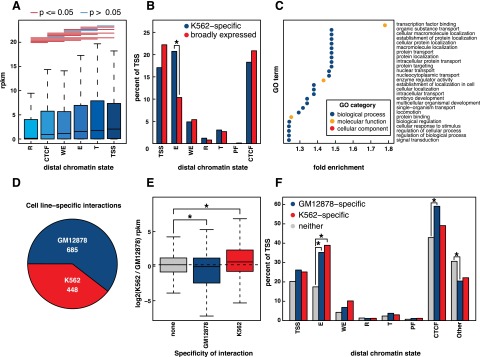
Promoter interactions. (*A*) Box and whisker plot depicting gene expression (RPKM) as a function of distal chromatin regions. Comparisons that exhibited significant differences (*P* < 0.05, Wilcoxon signed-rank test) are indicated by red lines, while those that were not significantly different (*P* ≥ 0.05, Wilcoxon signed-rank test) are indicated by blue lines. (*B*) Barplot depicting the percentage of genes whose promotors are involved in an interaction with each type of distal chromatin region. Values are shown for both genes that are K562-specific and genes that are broadly expressed. (*) Significant difference (*P* < 0.05, Fisher’s exact test). (*C*) GO terms enriched in sets of genes whose promoters interact with enhancers (*P* < 0.01, Fisher’s exact test with Benjamini-Hochberg correction, fold-change > 1.2). (*D*) Differential interactions between GM12878 and K562 (FDR = 0.05). See Supplemental Information. (*E*) Log_2_ expression changes between K562 and GM12878 for all genes, genes that overlap the ends of GM12878-specific interactions, and genes that overlap the ends of K562-specific interactions. (*) Significant difference from all genes (*P* < 0.01, Wilcoxon signed-rank test). (*F*) Percentage of TSS that interact with at least one of each distal regulatory region. (*) Significant difference from all genes (*P* < 0.01, Fisher’s exact test).

Previous studies have shown that enhancers are highly cell-type-specific compared to other types of regulatory elements (Heintzman et al. 2009). Since our data maps all types of regulatory elements to their targets we sought to determine whether interactions with any types of regulatory elements correlated with cell-type-specific expression of the genes with which they interacted. Genes that were expressed specifically in K562 cells compared to 11 other studied cell lines (see Methods) were enriched more than twofold for K562 enhancer–promoter interactions (*P* < 0.05, Fisher’s exact test) (Fig. 3B). Interestingly, no other types of interaction exhibited this enrichment. Although not statistically significant, promoter–promoter interactions were enriched in broadly (i.e., constitutively) expressed genes.

Given the functional importance of enhancers in regulating transcription and establishing cell-type-specific gene expression patterns we next determined which Gene Ontology (GO) terms were enriched in genes whose promoters interacted with enhancers. Interestingly, genes corresponding to “transcription factor activity” were highly enriched (1.7-fold, *P* = 0.00079, Fisher’s exact test with Benjamini-Hochberg correction). This suggests an expanded role for enhancer–promoter interactions in regulatory networks as they may regulate not only these TFs but also the downstream targets of these TFs. We investigate the role of distal interactions in regulatory networks in greater detail later in this work (vide infra). Many of the TFs whose promoters are involved in interactions with enhancers regulate blood and immune-related functions including hematopoietically expressed homeobox protein (HHEX), nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha (NFKBIA), and interferon, gamma-inducible protein 16 (IFI16) (Trapani et al. 1992; Grilli et al. 1993; Liao et al. 2000).

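HHEX, a homeobox transcription factor, had its promoter in interactions of 6 K562 data sets, which merged to 3. The most frequent, to a promoter-marked locus at 94515601 to 94519599 on chromosome 10 (hg19), was called in 5 data sets of 3 factors (H3K4me1, H3K4me3 and POLR2A) with 48 linking PETs in all. An enhancer-marked locus at 94560601 to 94562199 was linked to HHEX by 2 PETs in the H3K27ac data. NFKBIA, an inhibitor of NF-kappa-B, had 6 merged interactions in 3 K562 data sets, of which 1 reached an enhancer-marked locus, at 35804401 to 35807599 on chromosome 14, with 6 linking PETs in the H3K4me1 data. IFI16, an interferon-inducible DNA sensor, had 2 merged interactions in 2 K562 data sets and was linked from 158968001 to 158971399 on chromosome 1 to an enhancer-marked locus within AIM2 at 159041601 to 159042399, with 3 linking PETs in the H3K4me1 data. Promoters were the 2000 bp upstream of the gene record. With the promoter of the canonical transcript, an alternative chosen after seeing the data, the interactions of HHEX and NFKBIA were the same, while IFI16 had 1, from 158979342 to 158980156 to an enhancer-marked locus at the AIM2 promoter (159046345 to 159047488), with 2 linking PETs in the POLR2A data. No test was made on single genes.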

### Cell-type-specific interactions are enriched for enhancer-promoter interactions and correlate with differences in gene expression

In order to determine how interactions differed between cell types, we conducted ChIA-PET experiments targeting RAD21 in the well-characterized human LCL GM12878. 

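The RAD21 data of GM12878 comprise 2 data sets, with 8688 and 11363 interactions, of which 19996 in all are intrachromosomal and 55 interchromosomal. They were set beside the RAD21 data sets of K562, named by their 3314, 3631 and 11133 interactions. Linking PETs summed to 64186 and 90863 over the GM12878 lists and to 19434, 18932 and 83139 over those of K562. Over 789 interactions called in all 5 data sets, PET counts of K562 RAD21 3314 and 3631 differed by less than the sampling noise (chi-square 280 on 788 degrees of freedom, p = 1), while the other pairs within a line differed. These data sets were therefore averaged and counted as 1 sample where PET counts were tested. The same test gave p = 1 for each pair of K562 POLR2A data sets (chi-square 278 on 473 degrees of freedom for 1186 and 2781, 403 on 710 for 2210 and 2781), of which 2781 is another biological replicate by the numbers of peaks in the paper's Table S2, so it does not single out technical replicates. To control for binding, cell line-specific interactions were counted where both anchors overlap a RAD21 peak in all 5 data sets, while PET counts were tested without this requirement. The authors' differential analysis used the PETs that fell into clusters after both lines were merged, while the deposited lists hold PETs of called interactions only. By the numbers of peaks in the paper's Table S2, K562 RAD21 3314 and 3631 are technical replicates of biological replicate 1, K562 RAD21 11133 is biological replicate 2, and the GM12878 data sets are 2 biological replicates. The labels give no such numbers. P-values of PET counts compared between the lines measure the spread between these data sets. Those of exact tests over interactions cover counting error only.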

We then determined differential interactions between the two cell lines while controlling for differences in RAD21 binding (see Supplemental Information). 

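Among RAD21 interactions bound in K562 and GM12878 cells, 196 were called in all 3 K562 data sets and in no GM12878 data set, and 778 in both GM12878 data sets and in no K562 data set. Another 757 were called in all 5. The K562-specific interaction with the most linking PETs joins 106182895 to 106183451 with 106300033 to 106301138 on chromosome 7 (107 PETs), and GM12878-specific interactions on chromosomes 1 and 20 had 81 each. The median distance was 103935 bp for K562-specific, 174646 bp for GM12878-specific and 117948 bp for shared interactions. Of 20 erythroid and 20 B cell genes fixed in advance, 0 had their promoter in an interaction specific to either line. Of 20090 protein-coding genes, 67 (0.33%) had one for K562 and 184 (0.92%) for GM12878. These gene counts did not require binding, so they rest on 359 and 1788 specific interactions. At such shares 0 of 20 is likely for any list, so it says nothing about these genes. Splitting the 5 data sets in the 9 other ways gave 862 specific interactions for K562 RAD21 3314 and 3631 against the rest and at most 444 for the others, against 974 for the cell lines. The split of this pair from the rest was higher than that of the cell lines with anchors extended by 10 kb (723 against 651) and at equal list length, a setting chosen after seeing the data (697 against 407, with 215 specific to GM12878). With the pair counted as 1 sample, also chosen after seeing the data, the other splits into groups of equal size gave at most 444, 328 with 10 kb and 182 at equal list length. The counts were 373 and 1477 without K562 RAD21 11133, and 298 and 1793 or 346 and 1867 without 1 of the GM12878 data sets.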

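Of the 789 RAD21 interactions called in every data set, 65 had more linking PETs in GM12878 and 84 more in K562 at an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg). DESeq2 called 1 and 3, and edgeR with every data set as its own sample 68 and 75. Over the 757 bound in every data set, a setting chosen after seeing the data, edgeR called 65 and 82. Without K562 RAD21 11133, which leaves 1 sample for K562 and 1 residual degree of freedom, edgeR called 0 and 0, with 107 at an unadjusted p under 0.05. Of the 149 interactions called with all data sets, 146 then had the same direction and 72 an unadjusted p under 0.05, and their median absolute log2 fold change was 1.45 (quartiles 1.02 and 1.77) in place of 1.62 (1.38 and 1.92). Without GM12878 RAD21 8688 or 11363, which also leaves 1 residual degree of freedom, edgeR called 44 and 32 or 41 and 25.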

At an FDR of 0.05 we found 1133 differential interactions, 685 and 448 interactions specific to either GM12878 or K562, respectively (Fig. 3D). Genes whose promoters overlapped the ends of a cell line-specific interaction were expressed at significantly higher levels in that cell type (Fig. 3E) (*P* < 0.01, Wilcoxon signed rank test), indicating that these interactions likely play a regulatory role and are specific to certain cell types. We next compared the percentage of TSS that interacted with each type of distal regulatory element. As shown in Figure 3F, TSS-enhancer interactions were highly enriched in the cell line-specific interactions (*P* < 0.01, Fisher’s exact test). 

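In K562 cells an enhancer-marked anchor was joined to a promoter-marked anchor in 50 of 196 K562-specific RAD21 interactions (25.5%) and in 146 of 757 interactions called in both lines (19.3%). The odds ratio was 1.43 (two-sided Fisher's exact test, p = 0.0597). Promoter-marked pairs made up 15.8% of the K562-specific and 11.2% of the shared interactions, and enhancer-marked pairs 19.9% and 29.1%. With the enhancer mark taken from H3K4me1 alone the odds ratio was 1.58 (same exact test, p = 0.0125), with anchors extended by 1500 bp it was 1.36 (p = 0.101), and without the requirement of binding 1.22 (p = 0.212). Marks came from the K562 data sets, and GM12878-specific interactions were not classed. From the percentage of TSS that interact with each type of distal element, the paper concludes that interactions between TSS and enhancers are enriched among the cell line-specific ones.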

While enhancers have been known to be the most variable regulatory type, this is the first time a global genomic analysis has demonstrated that enhancer–promoter interactions are more variable than any other type of promoter centered interaction.

### Loop regions correspond to functional chromatin domains

Another mechanism of transcriptional regulation may involve the compartmentalization of DNA into large domains of active or inactive chromatin (i.e., TADs and subTADs). It has been previously shown that boundaries of megabase scale topological domains demarcate transitions from active to inactive chromatin and that CTCF is enriched at these boundaries (Dixon et al. 2012). In addition, CTCF-bound interactions marked borders of active and inactive chromatin in mouse embryonic stem cells (Handoko et al. 2011). We reasoned that long-range interactions might form loops affecting gene expression not only of the genes at the anchor regions but also within the loop region itself. To investigate this, we clustered interactions by histone mark occupancy both within and adjacent to each loop, as described by Handoko et al. (2011) (Fig. 4A). Five distinct groups emerged.

**Figure 4.**
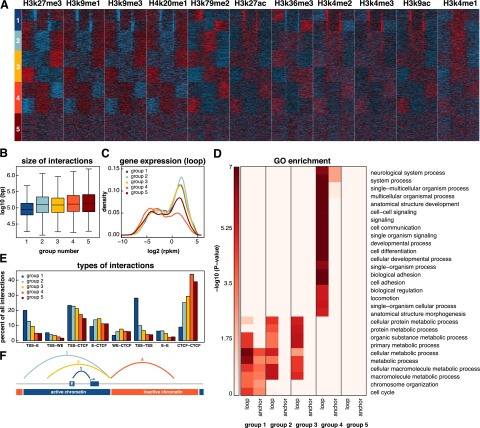
Chromatin domains revealed by clustering interactions. (*A*) Interactions were clustered into five categories based on the distribution of 11 histone marks. Normalized signals for 11 histone marks were determined in 30 equally sized bins (10 on either side of the interaction and 10 within the loop of the interaction). Interactions were then clustered in eight groups using k-means clustering. Symmetrical groups were grouped to give rise to five final groups. (*B*) Box and whisker plot depicting the size distribution of interactions in each of the five groups. (*C*) Density plot showing gene expression values of genes whose promoters reside in the loop regions of each group. (*D*) GO biological processes enriched in the anchor and loop regions of each of the five groups (*P* < 10^−5^, Fisher’s exact test with Benjamini-Hochberg correction). (*E*) Barplot depicting the percentage of interactions in each of the five groups that links certain types of annotated regulatory elements. (*F*) Schematic diagram of the loops in each of the first four groups.

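In the K562 RAD21 data, interactions with a promoter or enhancer mark at both anchors were shorter than those with neither mark at either anchor. Their median distances were 87665 and 162410 bp in RAD21 3314, 86770 and 189522 bp in RAD21 3631, and 110525 and 221919 bp in RAD21 11133 (two-sided Mann-Whitney test, adjusted p = 1.45e-40, 1.49e-85 and 5.90e-253, Benjamini-Hochberg over 8). Anchors of the second class can still overlap a histone peak, such as H3K4me1 without H3K27ac. In RAD21 3314 this class held 444 interactions, while 251 had RAD21 without histone marks at both anchors. The class was small elsewhere. POLR2A 2210 had medians of 98603 bp over 2100 active pairs and 225183 bp over 5 others (exact or permutation test, adjusted p = 0.109). H3K4me1 3136 had medians of 77801 bp over 2651 and 69801 bp over 37 (adjusted p = 0.866). Active pairs had the shorter median in 6 of the 9 data sets with both classes, and the difference passed the test in 3. When histone peaks had to be found in every data set of the mark, active pairs had the shorter median in 11 of 14, and the test passed in 7.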

Group 1 is characterized by short interactions, active marks in the anchor regions, and enrichment for TSS–TSS and E–TSS interaction types (Fig. 4A–E). This group likely represents regulatory looping events that bring together promoters and distal regulatory elements. Indeed, anchor regions of group 1 are enriched for a number of GO terms (e.g., cell cycle and metabolic process). In contrast, groups 2, 3, and 4 showed no enrichment for histone marks or GO terms at the anchor regions (Fig. 4A,D). Instead, they were characterized by relatively long interaction distances, GO enrichment inside the loop region, and coordinated gene expression (Fig. 4B–D). Loops in groups 2 and 3 harbored active histone marks, exhibited high gene expression, and were enriched in GO terms including “metabolic processes” and “chromatin organization” (Fig. 4C,D). Genes within the loops of group 4, which harbored inactive regions, were enriched in a completely different set of GO terms including “signaling,” “developmental process,” and “cell adhesion” (Fig. 4A,D). Group 5, which has no characteristic histone pattern, is characterized by long interactions that show no GO enrichment either at the anchors or within the loops.

These analyses allowed us to create models for each group of interactions (Fig. 4F). Group 1 interactions bring together promoters with other promoters or other regulatory elements to affect transcription in the anchor regions. Group 2 interactions harbor active regions of chromatin. Group 3 interactions reach from the border of an active region into the middle of an active region. These interactions may provide structural support for larger active loops. Group 4 interactions reach from borders into inactive regions of chromatin. The role of group 5 interactions is unclear.

In total, these findings suggest that long-range chromatin interactions may function in at least two ways to regulate gene expression: (1) by bringing together promoters and distal regulatory elements and (2) by creating large structural domains that harbor functionally related genes that share gene expression patterns.

### Distinct architecture of proximal and distal regulatory networks

Having established both the quality and functional relevance of these long-range interactions we next constructed and characterized the K562 distal regulatory network using the wealth of binding data in these cells. Comparison of the distal regulatory network to the proximal regulatory network revealed substantial differences in TF-target relationships, hierarchical structure, and network motif usage. Integration of the regulatory information from both networks into a single combined regulatory network provides a comprehensive view of regulatory TF binding in K562 cells.

We first compared proximal and distal targets for each of the TFs for which ENCODE TF binding data was available (Fig. 5A). A total of 58% of the edges present in the distal network were not found in the proximal network indicating that overall these networks are highly dissimilar. Four factors, however, showed notably high redundancy between the proximal and distal networks: RAD21, SMC3, CTCF, and ZNF143 (Fig. 5A). This finding is consistent with the binding of these factors at both ends of an interaction and agrees with our earlier findings that cohesin’s presence at both ends of an interaction correlates with higher interaction frequency.

**Figure 5.**
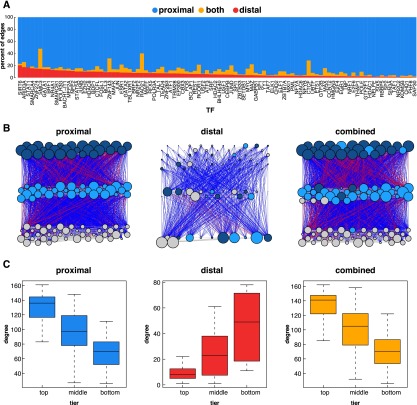
Proximal vs. distal network architecture in K562 cells. (*A*) For each TF, the percentage of targets found in the distal, proximal, or both networks is depicted. (*B*) Hierarchical networks built from proximal, distal, and combined TF-only networks. Blue lines represent downward edges, red lines represent upward edges, and gray lines represent lateral edges. The colors of the nodes represent the tier in which the node resides in the proximal network. The size of the node represents the degree (total number of inward and outward edges) for each node in that network. (*C*) Box and whisker plots depicting the degree (total inward and outward edges) of nodes in each tier of each hierarchical network.

Next, TF networks were organized into three-tiered hierarchical networks as described by Gerstein and colleagues (Fig. 5B; Supplemental Fig. S3). A simulated annealing procedure was used to maximize downward-pointing edges (Gerstein et al. 2012). The color of the nodes corresponds to the tier of the node in the proximal network. Surprisingly, the tier assignments in the distal network show virtually no correlation with the proximal network (percent agreement: 36%). Other characteristics also distinguished the two hierarchical networks. For example, the proximal network has the fewest tier 1 TFs and the most tier 3 TFs, but that pattern is exactly opposite in the distal network (Supplemental Fig. S3D,E). In addition, the overall degree—the sum of all inward and outward edges—of the nodes in the proximal network decreased from top to bottom, but was increased in the distal regulatory network (Supplemental Fig. S3B). These trends were almost exactly the same in networks built for the GM12878 cell line, providing a further layer of confirmation (Supplemental Fig. S3). The combined network shows similar properties to the proximal network, which is expected since the proximal network contains more than twice as many edges. Nevertheless, the combined network likely provides the most accurate depiction of the regulatory infrastructure as it embodies both proximal and distal types of regulation.

### TFs regulate different classes of proteins via proximal and distal binding

Given the substantial differences in structure between the proximal and distal regulatory networks, we next asked whether there were differences in the biological processes that were regulated by each network. To do so we performed Gene Ontology enrichment analysis for the direct and indirect targets of each TF. We then calculated the log_2_ ratio of proximal vs. distal *P*-value and plotted the ratio as a heatmap (Fig. 6A). Positive values indicate stronger enrichment in proximal targets and negative values reflect stronger enrichment in distal targets. Many GO terms were mediated almost exclusively by proximal binding of TFs and tended to reflect general housekeeping functions of the cell including “cellular metabolic process,” “cell cycle,” and “mRNA processing.” In contrast, GO terms enriched via distal TF binding included more dynamic and cell-type-specific processes including “signal transduction,” “immune system process,” and “response to stimulus.” Other processes, such as “transcription factor binding,” were regulated both by proximal and distal binding events (Fig. 6A; Supplemental Fig. S4A). We performed the same analysis with networks built from GM12878 ChIP-seq and ChIA-PET data with similar results (Supplemental Fig. S5A). Most GO terms were regulated predominately by direct binding, though some GO terms were regulated by distal binding of certain TFs. In agreement with the K562 network, “metabolic process” was regulated almost exclusively by proximal binding and “transcription factor binding” was regulated by both distal and proximal binding events (Supplemental Fig. S5B). In contrast to the K562 network, “cellular response to stimulus” was regulated by both distal and proximal binding events (Supplemental Fig. S5B).

**Figure 6.**
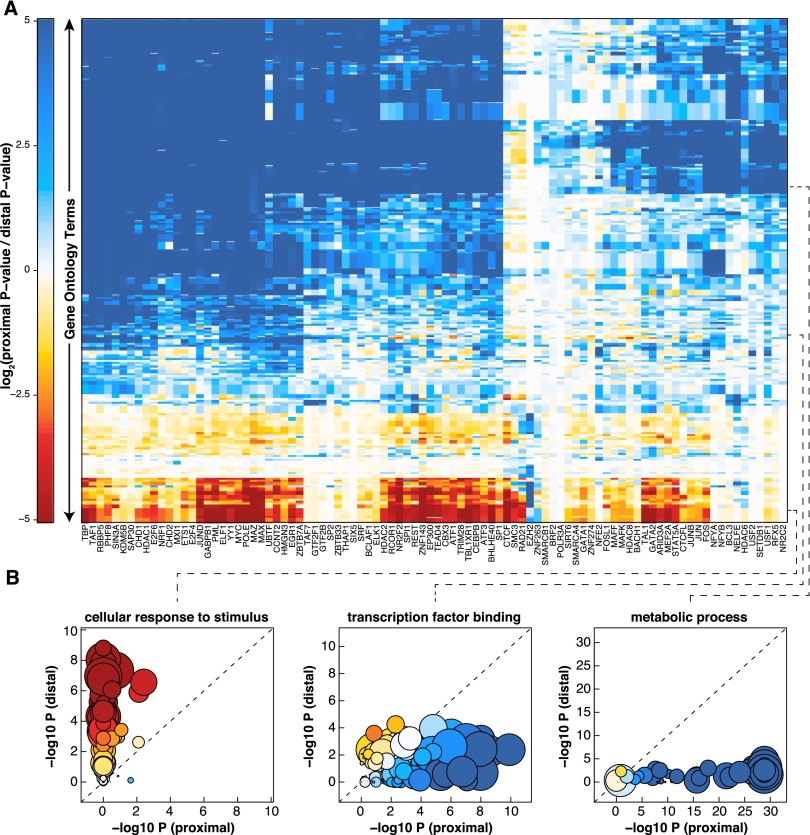
Proximal vs. distal regulation of GO terms. (*A*) Heatmap comparing enrichment of GO terms in proximal vs. distal targets of each TF. Each row corresponds to a GO term. Each column corresponds to a transcription factor. Red indicates greater enrichment in distal targets. Blue represents greater enrichment in proximal targets. (*B*) Three plots highlighting examples of GO terms that exhibit different profiles of enrichment. Each circle represents a TF. The size of the circle represents the number of targets in that GO term that the TF factor regulates (both proximally and distally). The color of the circle represents the relative enrichment (proximal vs. distal) using the same scale as shown in *A*.

We next examined whether any TFs regulated different types of biological process via proximal and distal interactions (Supplemental Fig. S4B). While some TFs, including TAF7 and EZH2, only exhibited proximal enrichment for GO terms, others showed both proximal and distal enrichment. Interestingly, for many such TFs the processes regulated via proximal binding were completely different from those regulated via distal binding. For example, GATA2 regulates “biosynthetic process” and “cell cycle” via proximal binding but “cell differentiation” and “developmental process” via distal binding. Thus, at least some TFs likely mediate different biological processes via proximal vs. distal binding. CTCF and RAD21 tend to regulate the same biological processes via direct and indirect binding, which again highlights their occupancy at both ends of most detected interactions.

## Discussion

Combining multiple ChIA-PET data sets, we generated a genome-wide map of interactions between regulatory elements in human cells. Distance-dependent interaction scoring and filtering accurately identified long-range interactions, as confirmed by intersection with previous Hi-C and 5C studies. Analysis of these data sets provided novel insights into 3D chromatin structure, transcriptional regulation, and network wiring, and gives rise to a number of new models of gene regulation.

One of the most striking trends observed in this study regards the strong enrichment of CTCF, cohesin, and ZNF143 at interacting loci. These results agree with a study by Phillips-Cremins et al. (2013) who investigated interactions in select regions of the mouse genome and found that > 80% of interactions were anchored by some combination of CTCF, MED12, or SMC1, a subunit of cohesin. Our analysis further revealed that CTCF and RAD21 were members of nearly every cobinding pattern that was enriched for interactions. This differs from that observed in mouse by Phillips-Cremins et al. (2013), who found distinct sets of interactions occupied by CTCF without cohesin and cohesin without CTCF. These differences between the two studies may represent an important difference in chromatin structure between species or between different cell types or different sensitivities in the experimental methods. The role of ZNF143 as a transcriptional activator with binding at promoters of coding and noncoding genes is known. Recently, investigators introduced this factor as important in the maintenance of pluripotency of embryonic stem cells (Chen et al. 2008; Chia et al. 2010). Our findings implicate ZNF143 in long-range chromatin interactions for the first time. Further investigation is required to elucidate the specific role of this protein in the establishment and maintenance of the chromatin structure.

Comparing the results from these six data sets can help guide future experiments. While each data set revealed factor-specific interactions, the majority of interactions were found in more than one data set (Supplemental Fig. S1D). 

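Summed over the deposited K562 data sets, RAD21 gave 18024 intrachromosomal interactions, POLR2A 6021, H3K4me1 3611, H3K27ac 1554, H3K4me3 1343 and H3K4me2 659. These sums count an interaction in each data set that holds it, and RAD21 and POLR2A have 3 data sets each where the histone marks have 2.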

The RAD21 data set revealed more than twice as many interactions as any of the other data sets. Moreover, all data sets revealed strong enrichment of CTCF and cohesin proteins in their anchor regions.

HOT regions were enriched at interacting loci and tended to interact with other HOT regions. This finding supports the transcription factory model in which promoters of actively transcribed genes occupy distinct nuclear subcompartments. The strong enrichment for cohesin, CTCF, and ZNF143 at all interacting loci including HOT regions implicates these factors as possible regulators or facilitators of transcription factories.

We demonstrated that the chromatin state at distal regulatory regions correlates significantly with gene expression. Sanyal et al. (2012) had previously shown that genes whose promoters interact with enhancers are more likely to be expressed than genes whose promoters do not interact with enhancers. We extend those findings to show a gradient of expression values as a function of distal chromatin state in which TSS, T, and E are associated with high gene expression, WE and CTCF are associated with moderate gene expression, and R is associated with low gene expression. Further, we found that enhancer–promoter interactions, but not other types of interactions, tend to be cell-type-specific and are enriched at genes with the annotation “transcription factor binding.”

In addition to bringing together two functional elements, long-range interactions appear to form large loops that coincide with functionally coordinated domains of active and inactive chromatin. While this characteristic is shared with TADs, these loops tend to be substantially smaller and may represent subTAD structures. Further work is required to determine whether these looping events are a cause or result of chromatin boundaries; however, a recent study by Nora et al. (2012) has demonstrated that removal of boundary regions containing CTCF binding sites can result in loss of a TAD boundary.

Finally, we compared network wiring and architecture between proximal and distal regulatory networks and found substantial differences in TF-target relationships and network hierarchy that were consistent across cell lines. GO analysis revealed that many cell-type-specific and dynamic processes were regulated more by distal than proximal binding of TFs, while more routine biological processes tended to be regulated via proximal binding of TFs. We also show that certain TFs regulate distinct processes via proximal or distal binding.

During the preparation of this work, a related study appeared that mapped interactions at high resolution with Hi-C using very deep sequencing (Jin et al. 2013). Their study was performed in a different cell type, making direct comparisons difficult. One important distinction between the studies is that ours was carried out in one of the most well-characterized cell lines available. Extensive integration with hundreds of existing ChIP-seq and RNA-seq data sets allowed novel insights into the combination of factors involved in interactions, the effect of distal chromatin state on transcription, and the structure and function of distal regulatory networks. Such advances would not have been possible without both a comprehensive map of interacting regulatory regions and a compendious set of transcription factor and histone marks binding profiles. Generated in one of the most well-studied human cell lines, this study reveals not only many new insights but also serves as a valuable resource for the scientific community.

## Methods

### Cell culture and ChIA-PET library preparation

All ChIA-PET experiments were conducted for this study and are not previously published. K562 (ATCC# CCL-243) cells were grown under standard culture conditions and harvested at log phase. The cells were cross-linked by 1.5 mM EGS for 20 min followed by adding 1% formaldehyde at room temperature for 10 min on a plate rotator and then neutralized with 0.2 M glycine. After a two-step of cell lysis and nuclear lysis with RIPA buffer, chromatin was sheared by BioRuptor 300 to an average size of 500 bp. Sheared chromatin was subjected to overnight Immunoprecipitation by the addition of 50 mg of antibodies. The antibodies used in this study were POLR2A monoclonal antibody 8WG16 (Covance, MMS-126R), rabbit polyclonal H3K4me1 (Abcam, ab8895), rabbit polyclonal H3K4me2 (Abcam, ab7766), rabbit polyclonal H3K4me3 (Abcam ab8580), rabbit polyclonal H3K27ac (Abcam, ab4729), and rabbit polyclonal RAD21 (Abcam, ab992). Antibodies were coated to the beads using protein G magnetic beads for 2 h and then washed three times to remove nonspecific binding.

Immunoprecipitated chromatin fragments were subjected to ChIA-PET library construction following the protocol as previously described (Fullwood et al. 2009). Briefly, the chromatin DNA fragments bound to antibody beads were divided into two aliquots for DNA linker ligation. Biotinylated linkers,
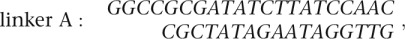

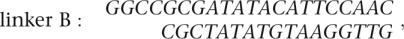
were ligated in 16°C overnight. The two aliquots were combined and subjected to proximity ligation in diluted ligation buffer in 16°C overnight. Crosslinking was reversed using proteinase K. DNA was enzymatically cleaved with MmeI in 37°C for 1 h. DNA fragments with attached linkers were purified using streptavidin beads. Using the resulting fragments, we created sequencing libraries and sequenced them using an Illumina HiSeq 2000.

### Interaction calling

Paired-end reads were processed to remove linker sequences and aligned to the human genome (hg19) using Bowtie (Langmead et al. 2009). Aligned reads were filtered to remove unaligned reads, reads mapping to multiple genomic loci, duplicate reads, and reads that could arise from self circularization. Filtered reads, as well as those resulting from self-circularization, were used to call peaks using either MACS2 or SICER (Zhang et al. 2008; Zang et al. 2009). PETs that did not connect two binding sites (±1500 bp) were removed. The remaining PETs were used to determine interactions. A distance matched rewired (DMR) data set was created to determine interaction *Z*-scores and allow for FDR estimation. Interactions between any two binding sites were scored and filtered such that no more than 10% of called interactions corresponded to the DMR data set. See Supplemental Information for more details.

### Annotation of “regulatory elements”

DHSs for K562 were intersected with “combined” chromatin state calls via integration of both ChromHMM and Segway outputs as determined by Hoffman et al. (2013). DHSs were annotated as the chromatin state that they overlapped the most. DHSs that did not overlap any chromatin state calls were ignored. The remaining annotated DHSs were considered the complete list of regulatory elements in K562 cells.

### Comparison to Hi-C and 5C data sets

We intersected our interactions with TADs determined by Dixon et al. (2012). Boundaries of domains were converted to hg19 using the UCSC liftOver tool. BEDTools intersectBed function (Quinlan and Hall 2010) was used to determine which interactions crossed boundaries by > 20 kb, and these were considered “inter TAD” interactions. In order to determine overlap with TAD boundaries, each boundary region (single base pair) was first padded by 20 kb on either side.

In order to determine overlap with 5C interactions, we intersected our results with those from Sanyal et al. (2012). We first added 10 kb in both directions to each end of our ChIA-PET interactions. We then filtered these interactions to include only those tested by Sanyal et al. (2012). Of the remaining interactions, we determined what percentage of these interactions was also called an interaction by 5C. To determine expected overlap we built random sets of 5C interaction from the sets of 5C interactions tested that had the same distribution of interactions distances as the observed data. One thousand sets of random interactions were generated to assess significance.

### Enrichment of TFs at interacting loci

To test for enrichment of TFs at interacting loci, we first intersected CPBS with TF binding sites as determined by ChIP-seq acquired by the ENCODE Project Consortium (2012). For each TF we asked what percentage of interacting loci overlaps a ChIP-seq peak. To determine expected overlap, we performed the same analysis on a randomly selected set of CPBS. Significance of enrichment was determined by Fisher’s exact test and corrected for multiple hypothesis testing using the Bonferroni method. TFs were annotated as highly enriched if the *P*-value was ≤0.01, the log_2_(observed/expected) was greater than 0.35, and if the TF was present in at least 35% of interacting regions. TFs were annotated as weakly enriched if the *P*-value was ≤0.01 but did not meet the other criteria. If the *P*-value of enrichment was > 0.01 the enrichment was categorized as “none.”

### Self-organizing maps

Self-organizing maps (SOM) were constructed for each of the six ChIA-PET data sets using the R package “kohonen” (Kohonen 2001). The package was modified slightly to allow each neuron to be plotted as a hexagon rather than a circle. For each CPBS we determined which TFs were and were not bound and constructed a matrix of ones and zeros representing this information. We then used the R package “kohonen” to generate 10 SOMs and selected the one with the minimum mean distance metric.

SOMs were made individually for each of the six data sets. Neurons enriched for interactions were determined by Fisher’s exact test with Benjamini-Hochberg correction (*P* < 0.01) and filtered to include only those with fold enrichment greater than two. For generation of the heatmap in Figure 2, enriched neurons from all six SOMs were combined.

### HOT region analysis

To determine the number of observed HOT regions involved in interactions, we intersected our interacting loci with HOT regions determined by the ENCODE Project Consortium (2012). To determine the number of expected HOT regions involved in interactions, we generated a random set of interacting loci from our CPBS and intersected these with HOT regions determined by the ENCODE Project Consortium. The significance of the difference between the two values was determined by Fisher’s exact test.

To determine the number of expected HOT–HOT regions, we generated 10,000 random sets of interactions by randomly rewiring interactions. The mean value was used as the null value of expected interactions linking two HOT regions. These random data sets of interactions were also used to assess significance.

### Effect of distal chromatin state on gene expression

Promoters were defined as the 2000-kb regions upstream of GENCODE V7 genes. For each gene whose promoter was involved in an interaction we determined the chromatin states of the distal regulatory region by intersecting with our annotated DHSs. It was possible for one gene to be associated with multiple distal chromatin states. RPKMs for each gene in K562 were downloaded from the ENCODE website.

### Cell-type-specific gene expression

Gene expression data for 12 cell lines were downloaded from the ENCODE website (http://genome.ucsc.edu/ENCODE/downloads.html). Genes were considered cell K562-specific if they were detected with > 10 RPKM in K562 and ≤ 10 RPKM in all other cell lines. Genes were considered broadly expressed if they were detected at > 10 RPKM in all 12 cell lines. Genes were annotated based upon which types of regulatory elements were present at the distal end of an interaction. Categories are not exclusive as gene promoters can interact with multiple different types of regulatory elements. Correlation between cell-type-specific gene expression and interaction with each distal chromatin state was determined using Fisher’s exact test (*P* < 0.05).

### Gene ontology enrichment analysis of genes with TSS-E interactions

Gene promoters were defined as the 2-kb region upstream of GENCODE V7 genes. Genes whose promoters interacted with at least one enhancer were included. All genes whose promoters were bound by one of the six TFs were used as the background. GO analyses were performed using the R package “topGO” available from Bioconductor using the GOslim annotations. *P*-values were corrected using the Benjamini-Hochberg method. GO terms enriched in sets of genes whose promoters interacted with enhancers were filtered for *P*-values < 0.05 with a fold change > 1.2.

### Clustering interactions by histone marks

Histone ChIP-seq files for 11 histone marks were downloaded from the ENCODE website (http://genome.ucsc.edu/ENCODE/downloads.html) in bam format. Intrachromosomal interactions from all six ChIA-PET data sets were combined. Thirty equally sized genomic bins were generated around each interaction; 10 bins in between the two interacting sites and 10 on either side of the loop. Reads were counted for each histone mark in each bin. Bins were normalized across marks and across interactions as previously described (Handoko et al. 2011). Interactions were clustered into eight clusters using k-means clustering. GO enrichment was done using the R package “topGO” and the GOslim annotations. *P*-values were corrected using the Benjamini-Hochberg method.

### Construction of regulatory networks

Proximal regulatory networks were constructed using TF biding peaks for 102 factors in K562 cells downloaded from the ENCODE website (http://genome.ucsc.edu/ENCODE/downloads.html). Edges were constructed from TFs to genes whose promoters to which they were bound. Promoters were determined by extending 5 kb in both directions from the TSS as defined by GENCODE V7 annotations.

Distal regulatory networks were built by combining TF binding peaks for 102 factors in K562 with our ChIA-PET interactions. Edges were constructed when TFs bound to distal regions that interacted with gene promoters. Interactions that connected two gene promoters were not used in the construction of distal regulatory networks. Combined regulatory networks were built by taking the union of edges from the proximal and distal regulatory networks. In addition to these three “total” networks, we constructed three “TF-only” networks for which we removed all nodes except for the 102 TFs for which we have TF binding data.

### Construction of hierarchical networks

Hierarchical networks of TF binding have been utilized by Gerstein et al. (2012) and others in order to understand the global structure of regulation. We built hierarchical networks using the same approach. Using the TF-only networks, nodes were organized into three tiers using a simulated annealing algorithm that maximized downward-pointing edges. Each network was built five times. The network with the most downward-pointing edges was used for further analysis.

### GO enrichment comparisons of proximal vs. distal regulatory networks

GO enrichments for proximal and distal targets of each TF were determined using R package “topGO” and the GOslim annotations. *P*-values were corrected using the Benjamini-Hochberg method.

To compare proximal and distal GO enrichments we first filtered TFs for only those with outward edges in both networks. We calculated *P*-values of GO enrichments as described above. The *P*-value ratio was calculated as the log_2_ ratio of proximal vs. distal *P*-values.

## Data access

The ChIA-PET data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE59395 and to the ENCODE Data Coordination Center (https://www.encodeproject.org/datasets/) under accession number ENCSR727WCB.

## Competing interest statement

M.P.S. is a cofounder and scientific advisory board (SAB) member of Personalis. He is also on the SAB of Genapsys.

## Supplementary Material

Supplemental Material

# Supplementary material for: Genome-wide map of regulatory interactions in the human genome
**Source:** Genome Res. 2014 Dec;24(12):1905–17. doi: 10.1101/gr.176586.114
**Supplement:** Supplemental Material

Supplemental Material 

# Genome-wide map of regulatory interactions in the human genome

## Supplemental Material

**Files in this Data Supplement:**

- Supplemental Figure1.eps
- Supplemental Figure2.eps
- Supplemental Figure3.eps
- Supplemental Figure4.eps
- Supplemental Figure5.eps
- Supplemental Information.docx
- TableS1.xlsx

# Supplementary material for: Genome-wide map of regulatory interactions in the human genome
**Source:** Genome Res. 2014 Dec;24(12):1905–17. doi: 10.1101/gr.176586.114
**Supplement:** Supplemental Material

**EXTENDED EXPERIMENTAL PROCEDURES**

**Interaction Calling**

Interactions were determined in five distinct steps.

*PET parsing.*  Fastq files were parsed into three files depending on whether they contained the same pair of linkers (AA or BB), chimeric pairs of linkers (AB or BA), or if they were ambiguous (XX, AX, XA, BX, XB).  Matches to linkers sequence required a perfect match to fist 10 positions in the linker (GTTGGATAAG or GTTGGAATGT). PETs were trimmed to remove linker sequences and PETs containing trimmed reads shorter than 15 bp at either end were removed. Only PETs containing AA or BB were used for further analyses.

*Read Alignment.* Reads were aligned using Bowtie (version 0.12.7) allowing zero mismatches (arguments: -v 2 -S -k 1--best --strata -m 1)([Langmead et al. 2009](#_ENREF_10)).

*PET filtering*. Aligned PETs were filtered to remove PETs that contained reads that were unmapped or that mapped to multiple locations in the genome.  We conservatively removed PETs that represent duplicate reads by filtering any PETs whose reads start within +/- 2 bases of another PET and who have the same pair of linkers.  PETs comprised of reads that map within a certain genomic distance are likely to arise from self-circularization rather than ligation to an interacting fragment.  In order to avoid false positives introduced by this artifact we filtered out short distance interactions.  To accurately determine the cutoff for these interactions we exploited a read orientation bias of self-circularization reads.  PETs arising from self-circularization always contain reads that map to opposite strands (+- or -+).  PETs arising from ligation of interacting fragments should exhibit no preference for the same or opposite strands.  We determine a minimum PET cutoff above which we see no observable bias for opposite strand PETs.  To determine the expected ratio of opposite to same orientation reads we calculate the mean and standard deviation of the log2 ratio of same to opposite strand PETs in all bins greater than ~400 kb.  This value is typically very close to zero.  Our minimum PET distance is set as the size corresponding to the smallest bin that falls within 2 standard deviations of the expected ratio.  PETs with distance below this distance are removed.

*Peak Calling.* In order to determine binding sites we use MACS2 (version 2.0) for RAD21 and POLR2A and SICER (version 1.1) for histone marks ([Zhang et al. 2008](#_ENREF_17); [Zang et al. 2009](#_ENREF_16)).  P-value cutoffs for MACS2 and SICER were 0.0001 and 0.01 respectively.  The binding sites determined from this analysis are heretofore referred to as ‘ChIA-PET binding sites’ or CPBS.

*Interaction Calling.* Peaks were extended in both directions by 1500.  PETs that overlapped peaks at both ends were determined and those that did not were removed.  Raw interaction scores were determined by the following formula:

$$S=\frac{L^{2}}{(P_{1} \times P_{2})}$$

where S is raw interaction score, L is number of PETs linking the two peaks, and P_1_ and P_2_ are number of PETs overlapping each of the two regions in question.

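The formula was checked on the part of the paper's Table S1 that could be read, the first 1997 of 29366 interactions for K562 and the first 1997 of 20888 for GM12878. The natural log of the squared number of linking PETs over the product of the PETs at the anchors differed from the listed raw score by at most 5.0e-06 in either part.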

Previous studies have shown that interactions between genomic loci show a strong dependence on linear genomic distance([Dekker et al. 2002](#_ENREF_3); [Sanyal et al. 2012](#_ENREF_14)).

To account for this we developed a resampling method to construct a distance-matched rewired (DMR) ChIA-PET data set that allows for distance-corrected scoring of interaction frequencies as well as estimation of false discovery rate (FDR). Rewired ChIA-PET data sets are constructed in a two-step process.  First, paired-end reads are disassociated from each other and re-paired with replacement generating a large set of rewired PETs (200 times the original size of the data set).  Second, the distribution of PET distances from the original data set is determined.  Distances are drawn at random from this distribution and matched to the rewired PET that has the most similar distance.  This rewired PET gets included in our final set of DMR PETs. This procedure is repeated until the number of DMR PETs is equal to the number of observed PETs. Interaction frequencies and raw scores are calculated for both observed and DMR data sets as described above. Z-scores are calculated for both observed and DMR data sets by comparison to the weighted mean and standard deviation of the DMR data set and a Z-score cutoff is set so that a user defined fraction of the interactions with a Z-score greater than that cutoff come from the rewired data set.  This allows for data sets to be filtered to a user-defined FDR.  In order to more easily compare with recent 5C data sets, that had FDRs of 18% and 9%, we chose to filter our data sets to an FDR of 10%.

For better discrimination of real vs random interactions we iteratively applied minimum PET cutoffs (minimum values of L) and maximum distance cutoffs.  For each combination of cutoffs FDR filtering was applied.  The combination of cutoffs that generated the maximum number interactions at a fixed FDR (10%) was used.

Though this method can detect interchromosomal interactions very few were determined (287) and they had significantly lower Z-scores than intrachromosomal interactions and are more likely to be false positives (p < 2 x 10^-16^, Wilcoxon signed-rank test). Therefore, we excluded interchromosomal interactions from all of our analyses.

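The deposited K562 data hold 271 interchromosomal interactions, from 1 in H3K4me2 286 to 72 in POLR2A 2781. Their median Z-score was below that of intrachromosomal interactions in 12 of 14 K562 data sets, for example 0.42 against 2.61 in RAD21 11133 and 1.67 against 2.69 in POLR2A 2781. The difference passed a two-sided rank test in 11 K562 data sets (exact or permutation where a class held fewer than 10, Benjamini-Hochberg at 0.05 over 15 data sets of both lines), a test chosen after seeing the data, with an adjusted p of 3.63e-15 in RAD21 11133 and 2.66e-20 in POLR2A 2781. H3K27ac 992 had medians of 2.56 and 2.38 (adjusted p = 0.721). The intrachromosomal lists end at a lowest Z-score of 1.53 to 2.58 per data set, and 185 of the 271 interchromosomal interactions lie below the lowest of their data set, so the cut-off favours a lower median and the test does not tell it apart from other causes. The other 86 lie in 12 K562 data sets. Over these alone the interchromosomal median was lower in 4 data sets and higher in 8, and the same test passed in 0 of 9. The paper describes interchromosomal interactions as very few, with lower Z-scores, and as more likely false positives.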

Sequencing replicates were combined at the fastq level.  Biological replicates were combined after PET filtering.  And data from different factors were combined after all steps of interaction calling were completed

**Detection of differential interactions between K562 and GM12878 cells**

- 1. **Determining pairs of loci for differential analysis**

In order to fairly compare the two data sets we first merged all reads from both the K562 and GM12878 RAD21 ChIA-PET experiments and determined a set of putative interacting loci. To determine which pairs of loci to compare we then used a clustering method previously described ([Ester M 1996](#_ENREF_5)). Each PET is represented as a point in the two-dimensional Euclidean space and clustered by DBSCAN (Density-Based Spatial Clustering of Applications with Noise) described in ([Ester M 1996](#_ENREF_5)) with the python package Scikit-learn ([Pedregosa 2011](#_ENREF_13)). The DBSCAN parameters are set as: the size of the ε-neighborhood of a point, Eps = 1500 bp; and the minimum number of points required to form a cluster, MinPts = 3 ([Chepelev et al. 2012](#_ENREF_1)). Those PETs that do not belong to any PET clusters were removed since they are likely random ligation products formed in solution. These PET clusters were then tested for differential interaction between the two cell types.

**1.2 Modeling variability as a function of PET counts**

In order to distinguish true quantitative differences from technical variability we first needed to model variability as a function of PET counts. We reasoned that pairs of loci linked by higher PET counts should be les variable and less subject to technical variability than those linked by lower PET counts. To accurately model this distribution we generated MA plots using the following equations.

For a specific PET cluster (A, B), denote

$c_{\mathrm{AB}}^{(i)}, i=1,2$: PET counts between region A and B for experiment i (i=1,2 refers to either K562 or GM12878, respectively)

$c_{A}^{(i)}, i=1,2$: PET end counts within region A for experiment i

$c_{B}^{(i)}, i=1,2$: PET end counts within region B for experiment i

$p_{\mathrm{AB}}^{(i)}, i=1,2$: Interacting probability between region A and B for experiment i

$n_{i}, i=1,2$: Total PET counts that belong to PET clusters for experiment i

We assume $c_{\mathrm{AB}}^{(i)}\sim Binom\left( n_{i}{,p}_{\mathrm{AB}}^{\left( i \right)} \right), i=1,2$

By Central Limit Theorem, when $n_{i}$ is large enough:

$$\sqrt{n_{i}}\left( \frac{c_{\mathrm{AB}}^{\left( i \right)}}{n_{i}}-p_{\mathrm{AB}}^{\left( i \right)} \right)\sim Norm\left( 0,p_{\mathrm{AB}}^{\left( i \right)}\left( 1-p_{\mathrm{AB}}^{\left( i \right)} \right) \right), i=1,2$$

Using function $g_{i}\left( x \right)=log(n_{i}x)$, and according to Delta Method.

$$\sqrt{n_{i}}\left( \log\left( n_{i}\frac{c_{\mathrm{AB}}^{\left( i \right)}}{n_{i}} \right)-{\log(n_{i}p}_{\mathrm{AB}}^{\left( i \right)}) \right)$$

$$=\sqrt{n_{i}}\left( g_{i}\left( \frac{c_{\mathrm{AB}}^{\left( i \right)}}{n_{i}} \right)-{g_{i}(p}_{\mathrm{AB}}^{\left( i \right)}) \right)$$

$$\sim Norm\left( 0, p_{\mathrm{AB}}^{\left( i \right)}\left( 1-p_{\mathrm{AB}}^{\left( i \right)} \right)\left[ g_{i}^{'}\left( p_{\mathrm{AB}}^{\left( i \right)} \right) \right]^{2} \right)$$

$$=Norm\left( 0,\frac{1-p_{\mathrm{AB}}^{\left( i \right)}}{p_{\mathrm{AB}}^{\left( i \right)}} \right), i=1,2$$

Let $X=\log\left( c_{\mathrm{AB}}^{\left( 1 \right)} \right), Y=\log\left( c_{\mathrm{AB}}^{\left( 2 \right)} \right)$, then

$$X\sim Norm\left( \mu_{X}=\log\left( {n_{1}p}_{\mathrm{AB}}^{\left( 1 \right)} \right), \sigma_{X}^{2}=\frac{1-p_{\mathrm{AB}}^{\left( 1 \right)}}{n_{1}p_{\mathrm{AB}}^{\left( 1 \right)}} \right)$$

$$Y\sim Norm\left( \mu_{Y}=\log\left( {n_{2}p}_{\mathrm{AB}}^{\left( 2 \right)} \right), \sigma_{Y}^{2}=\frac{1-p_{\mathrm{AB}}^{\left( 2 \right)}}{n_{2}p_{\mathrm{AB}}^{\left( 2 \right)}} \right)$$

When $n_{i},n_{2}$ are large enough. Assume $c_{\mathrm{AB}}^{\left( 1 \right)}$ and $c_{\mathrm{AB}}^{\left( 2 \right)}$ are independent and denote $M=X-Y$, $A=(X+Y)/2$, then

$$M\sim Norm({\mu_{M}=\mu}_{X}-\mu_{Y},\sigma_{M}^{2}{=\sigma}_{X}^{2}+\sigma_{Y}^{2})$$

$$A\sim Norm\left( \mu_{A}=\frac{\mu_{X}+\mu_{Y}}{2},\sigma_{A}^{2}=\frac{\sigma_{X}^{2}+\sigma_{Y}^{2}}{4} \right)$$

After some derivation ([Wang et al. 2010](#_ENREF_15)), the conditional distribution of $M|A$ follows

$$M|(A=a)\sim Norm\left( \mu_{X}-\mu_{Y}+2\frac{\sigma_{X}^{2}-\sigma_{Y}^{2}}{\sigma_{X}^{2}+\sigma_{Y}^{2}}\left( a-\frac{\mu_{X}+\mu_{Y}}{2} \right), \frac{4\sigma_{X}^{2}\sigma_{Y}^{2}}{\sigma_{X}^{2}+\sigma_{Y}^{2}} \right)$$

**1.3 Assigning statistical confidence estimates to differential interactions**

Using the estimates of variability determined by our model we can calculate Z scores and ultimately p values to describe the statistical confidence of each differential interaction. However, differential binding events can lead to differences in contact frequencies and must be accounted for. In order to account for differential binding we first model the correlation between peak depths (C_A_ and C_B_) and contact frequencies (p_AB_).

Assume $p_{\mathrm{AB}}^{\left( i \right)}=p_{0AB}^{\left( i \right)}f\left( c_{A}^{(i)},c_{B}^{(i)} \right), i=1,2$, in which $p_{0AB}^{\left( i \right)}$ is the interacting probability between region A and B after removing the factor of protein binding intensity $f\left( c_{A},c_{B} \right)$. Then the hypothesis to test whether (A, B) is a differential interaction between two cells is ${H_{0}: p}_{0AB}^{\left( 1 \right)}=p_{0AB}^{\left( 2 \right)}=p_{0}$ versus ${H_{1}: p}_{0AB}^{\left( 1 \right)}\neq p_{0AB}^{\left( 2 \right)}$.

Based on the above deduction,

$${2\mu}_{A}=\mu_{X}+\mu_{Y}=\log\left( n_{1}p_{\mathrm{AB}}^{\left( 1 \right)}n_{2}p_{\mathrm{AB}}^{\left( 2 \right)} \right)=\log\left( n_{1}n_{2}f\left( c_{A}^{\left( 1 \right)},c_{B}^{\left( 2 \right)} \right)f\left( c_{A}^{\left( 2 \right)},c_{B}^{\left( 2 \right)} \right)p_{0}^{2} \right)$$

Thus

$$p_{0}=\sqrt{\frac{\exp(2\mu_{A})}{n_{1}n_{2}f\left( c_{A}^{\left( 1 \right)},c_{B}^{\left( 2 \right)} \right)f\left( c_{A}^{\left( 2 \right)},c_{B}^{\left( 2 \right)} \right)}}$$

Denote $R=\log\left( \frac{{c_{A}^{\left( 1 \right)}c}_{B}^{\left( 1 \right)}}{{c_{A}^{\left( 2 \right)}c}_{B}^{\left( 2 \right)}} \right)$ and assume $\log\left( \frac{{{f(c}_{A}^{\left( 1 \right)}c}_{B}^{\left( 1 \right)})}{f({c_{A}^{\left( 2 \right)}c}_{B}^{\left( 2 \right)})} \right)=h\left( \log\left( \frac{{c_{A}^{\left( 1 \right)}c}_{B}^{\left( 1 \right)}}{{c_{A}^{\left( 2 \right)}c}_{B}^{\left( 2 \right)}} \right) \right)=h(R)$.

Use $a$ as an estimate of $\mu_{A}$, then

$$\hat{E}(M│A=a)=\log\left( \frac{n_{1}}{n_{2}} \right)+h\left( R \right)$$

$$\hat{D}\left( M | A=a \right)=\frac{4\left( \exp\left( \frac{h\left( R \right)}{2} \right)-\alpha\right)\left( 1-\alpha\exp\left( \frac{h\left( R \right)}{2} \right) \right)}{\alpha\left( n_{1}\exp\left( h\left( R \right) \right)+n_{2}-\alpha\left( n_{1}+n_{2} \right)\exp\left( \frac{h\left( R \right)}{2} \right) \right)}, \alpha=\sqrt{\frac{\exp(2a)}{n_{1}n_{2}}}$$

$h\left( R \right)$ is a logistic-like function, thus we set

$$h\left( R \right)=\beta_{2}\frac{1-\exp(\beta_{0}R+\beta_{1})}{1+exp(\beta_{0}R+\beta_{1})}$$

Parameters of $\beta_{0},\beta_{1},\beta_{2}$ can be determined by maximizing the log-likelihood function

$$l\left( \beta_{0},\beta_{1},\beta_{2} | m_{k}, a_{k} \right)=\sum_{k} \log\left( P\left( m_{k} | a_{k} \right) \right)$$

Then by using the two estimations of expectation and variation, we can calculate the Z-score and convert it to the two-side p-value to describe whether PET cluster (A, B) is a differential interaction between K562 and GM12878 cells or not.

$$Z=\left| \frac{m-\hat{E}\left( M | A=a \right)}{\sqrt{\hat{D}\left( M | A=a \right)}} \right|$$

- 1. **FDR estimation**

Finally, we estimate the False Discovery Rate (FDR) of differential interactions by comparing observed results to results from a permutated data set. We randomly shuffle the label of PETs that belong to K562 or GM12878 experiment, and calculate the permutated Z-score ($Z_{p}$) again. Then FDR is estimated by comparing the observed Z-score ($Z_{o}$) with permutated Z-score.

$$\mathrm{FDR}\left( z \right)=\frac{\#\{Z_{p}>z\}}{\#\{Z_{o}>z\}}$$

In which $\#\{\cdot\}$ is a counting function. We filter observed differential interactions to an FDR of 0.05.

**SUPPLEMENTAL TABLES**

| **Cells** | **Factor** | **Bio Rep** | **Tech Rep** | **Sequencing Depth** | **Same PETs** | **Chimeric PETs** | **Ambiguous PETs** | **Non-uniquely mapped PETs** | **Un-mapped PETs** | **Duplicate PETs** | **Self-ligated PETs** | **Intra-chromosomal PETs** | **Inter-chromosomal PETs** | **Peaks** | **Interactions** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| K562 | **H3K27ac** | 1 | 1 | 165109173 | 79722577 | 54750055 | 30636541 | 54489345 | 17864 | 948089 | 3487570 | 1411505 | 19368204 | 74011 | 579 |
| K562 | **H3K27ac** | 2 | 1 | 177322797 | 131390006 | 27235810 | 18696981 | 87947223 | 40433 | 21345695 | 1583530 | 2923249 | 17549876 | 48193 | 993 |
| K562 | **H3K4me1** | 1 | 1 | 162190720 | 111183880 | 31486229 | 19520611 | 72640135 | 30237 | 823103 | 3148349 | 2230690 | 32311366 | 74039 | 492 |
| K562 | **H3K4me1** | 2 | 1 | 148997533 | 112686495 | 19821264 | 16489774 | 75649209 | 32946 | 4196124 | 7715087 | 2290646 | 22802483 | 67763 | 3137 |
| K562 | **H3K4me2** | 1 | 1 | 133923924 | 104263094 | 14050408 | 15610422 | 66495132 | 28978 | 15452476 | 1470806 | 1689123 | 19126579 | 51455 | 287 |
| K562 | **H3K4me2** | 2 | 1 | 168742629 | 127227629 | 18238500 | 23276500 | 81903555 | 148326 | 20662035 | 2014471 | 1442184 | 21057058 | 49666 | 379 |
| K562 | **H3K4me3** | 1 | 1 | 150470693 | 97438798 | 36903231 | 16128664 | 60294912 | 12862 | 25719458 | 3656146 | 988794 | 6766626 | 19285 | 1179 |
| K562 | **H3K4me3** | 2 | 1 | 164584679 | 104878365 | 31507991 | 28198323 | 72769843 | 26592 | 26255888 | 872069 | 462849 | 4491124 | 16845 | 190 |
| K562 | **Pol2A** | 1 | 1 | 180430214 | 150231459 | 6149148 | 24049607 | 97669589 | 62791 | 29383443 | 7745028 | 1620423 | 13750185 | 28906 | 2782 |
| K562 | **Pol2A** | 2 | 1 | 72576997 | 62118832 | 2570540 | 7887625 | 40407462 | 22731 | 8607792 | 4079368 | 923646 | 8077833 | 21567 | 1187 |
| K562 | **Pol2A** | 2 | 2 | 182627883 | 154157458 | 7334726 | 21135699 | 100367933 | 39942 | 34586770 | 5940180 | 1331197 | 11891436 | 26140 | 2211 |
| K562 | **RAD21** | 1 | 1 | 115140018 | 86819909 | 1099957 | 27220152 | 59005051 | 71532 | 21379381 | 1203125 | 656550 | 4504270 | 22899 | 3315 |
| K562 | **RAD21** | 1 | 2 | 138473050 | 89125493 | 1137119 | 48210438 | 60514193 | 13103 | 22217994 | 1201248 | 667904 | 4511051 | 22982 | 3632 |
| K562 | **RAD21** | 2 | 1 | 148398674 | 121245356 | 7572488 | 19580830 | 78168531 | 61271 | 34484473 | 3088468 | 1293736 | 4148877 | 42454 | 11134 |
| GM12878 | RAD21 | 1 | 1 | 225434403 | 154049990 | 46248174 | 25136239 | 101742999 | 110014 | 30392738 | 3925495 | 1887906 | 15990838 | 58316 | 11364 |
| GM12878 | RAD21 | 2 | 1 | 138472402 | 111086757 | 4375566 | 23010079 | 76646643 | 19760 | 20697497 | 2829649 | 1384418 | 9508790 | 30721 | 8689 |

**Table S2. ChIA-PET statistics for individual data sets.**

| **Factor** | **Binding peaks** | **Interactions** | **General Interactions** | **Factor-Specific Interactions** |
| --- | --- | --- | --- | --- |
| **H3K4me2** | 51095 | 513 | 276 | 237 |
| **H3K4me3** | 22463 | 1360 | 764 | 596 |
| **H3K27ac** | 69138 | 2231 | 1344 | 887 |
| **H3K4me1** | 86567 | 5012 | 3235 | 1777 |
| **POLR2A** | 40581 | 5549 | 3376 | 2173 |
| **RAD21** | 48894 | 14701 | 10012 | 4689 |

**Table S3. ChIA-PET statistics for individual factors.**

|  |  | **% of each element overlapped by a peak** | | | | | | | **% of each element overlapped by an anchor region** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Total** | **H3K27ac** | **H3K4me1** | **H3K4me2** | **H3K4me3** | **Pol2A** | **RAD21** | **all peaks** | **H3K27ac** | **H3K4me1** | **H3K4me2** | **H3K4me3** | **POLR2A** | **RAD21** | **all anchors** |
| **CTCF** | 29389 | 98.7 | 96.6 | 99.4 | 95.3 | 83.6 | 28.2 | 99.7 | 5.3 | 9.5 | 2.1 | 12.4 | 20.2 | 8.7 | 35.5 |
| **E** | 35176 | 93.3 | 96.1 | 92.6 | 36.1 | 41.7 | 14.5 | 98 | 5.9 | 8.1 | 2.2 | 5.2 | 6.5 | 3.6 | 21 |
| **PF** | 1079 | 68.8 | 85.1 | 54.5 | 8 | 14.7 | 4.5 | 86.2 | 4.1 | 6.8 | 0.9 | 1 | 1.5 | 0.8 | 11.9 |
| **R** | 22072 | 39.3 | 50.2 | 28.8 | 8.6 | 25.8 | 76.2 | 84.7 | 6.5 | 13.8 | 1.5 | 1.9 | 9.6 | 37.4 | 43.9 |
| **T** | 12082 | 62 | 70.4 | 71.4 | 35.7 | 14.6 | 0.8 | 79.3 | 2.3 | 5.8 | 0.9 | 3.3 | 0.6 | 0.1 | 9.7 |
| **TSS** | 42999 | 48.3 | 59.4 | 27.3 | 10.9 | 7.3 | 1 | 64 | 2.8 | 5.3 | 0.7 | 1.4 | 0.9 | 0.3 | 8.7 |
| **WE** | 27074 | 15.9 | 25.7 | 12.8 | 3.6 | 1.2 | 0.7 | 28.9 | 1 | 2.4 | 0.2 | 0.3 | 0.1 | 0.2 | 3.7 |
| **Total** | 169871 | 68 | 74.6 | 62.1 | 35.8 | 37.4 | 24.2 | 82.7 | 4.7 | 8.3 | 1.5 | 4.9 | 8.5 | 9.6 | 24 |

**Table S4. Comparison of ChIA-PET peaks and interactions with various genomic elements.**

**SUPPLEMENTAL FIGURE CAPTIONS**

**Figure S1. Comparison of ChIA-PET and 5C data sets.**

(A) Percent of ChIA-PET interactions also found by 5C.  Only ChIA-PET interactions that were tested by 5C were considered.  Grey bars represent expected percentages generated by randomly selecting interactions from tested 5C region while retaining the same distribution of interaction distances.  Stars represent a p-value < 0.05 (permutation testing, 1000 permutations).  Black bars represent ChIA-PET data published by Li et al. (B) Density plot depicting the distribution of interacting distances. (C) Density plot depicting the distribution of anchor region sizes. (D) Barplot depicting the number of general interactions (those found in more than one data set) and factor specific interactions (those found only in one data set). (E) Plot depicting the overlap between two biological replicates as a function of the highest N% of interactions.

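Of the top 10% of interactions by Z-score in the shorter list of a pair, 93.9% overlapped an interaction of the other list for K562 RAD21 3314 and 3631, and 81.8% and 74.9% for these against RAD21 11133. The GM12878 RAD21 data sets shared 80.7% of the top 10% and 54.0% of the whole list. POLR2A pairs shared 54.2% to 93.9% of the top 10%. By Z-score, histone marks shared 30.6% for H3K4me1 (n = 49), 28.6% for H3K4me2 (n = 28), 38.9% for H3K4me3 (n = 18) and 5.26% for H3K27ac (n = 57, Wilson 95% interval 1.81% to 14.4%). Over whole lists the median of 11 pairs was 43.5%, with a range of 8.38% to 69.1%. Ranked by linking PETs in place of Z-score, the top 10% shared 40.4% or more in each of the 11 pairs, with a median of 80.9%. By the numbers of peaks in the paper's Table S2, RAD21 3314 and 3631, and POLR2A 1186 and 2210, are technical replicates of 1 biological replicate each, while the labels give no replicate numbers.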

**Figure S2. TF enrichment at interacting loci.**

(A) TF enrichment at interacting loci for each individual data set.  X-axis represented the log2 ratio of observed vs expected TFs binding peaks overlapping interacting loci.  Y-axis represents the number of interacting regions at which factor is bound.  Colors of circles represent the level of enrichment (see Supplementary Methods).

(B) Box and whisker plot of Z-scores of interactions that overlap a RAD21 peak at both, one, or neither end of an interaction for each individual data set. Asterisks mark significant differences (p < 0.05, Wilcoxon signed-rank test).

**Figure S3. Characteristics of hierarchical networks.**

(A) Based on the GM12878 networks, the percentage of targets found in the distal, proximal, or both networks are depicted for each TF.

(B) Based on the GM12878 networks, hierarchical networks built from proximal, distal, and combined TF only networks are shown.  Blue lines represent downward edges, red lines represent upward edges, and grey lines represent lateral edges.  The colors of the nodes represent the tier that the node resides in in the proximal network.  The size of the node represents the degree (total number of inward and outward edges) for each node in that network.

(C) Based on the GM12878 networks, box and whisker plots depicting the degree (total inward and outward edges) of nodes in each tier of each hierarchical network.

(D) Plot depicting the number of TFs in the top, middle, and bottom tier of each hierarchical network determined from K562 cells. (E) Plot depicting the number of TFs in the top, middle, and bottom tier of each hierarchical network determined from GM12878 cells.

**Figure S4. Proximal vs distal regulation of GO terms.**

(A) Six plots highlighting examples of GO terms that exhibit different profiles of enrichment.  Each circle represents a TF.  The size of the circle represents the number of targets of each TF corresponding to that GO term.  The color of the circle represents the relative enrichment using the same scale as shown in panel A.

(B) Six plots highlighting examples of TFs that exhibit different profiles of GO term enrichment.  Each circle represents a GO term.  The size of the circle represents the number of targets in that GO term that that TF factor regulates.  The color of the circle represents the relative enrichment (log2(direct p−value / indirect p−value)).

**Figure S5. Proximal vs distal regulation of GO terms in GM12878 cells.**

(A) Heatmap comparing enrichment of GO terms in proximal vs distal targets of each TF.  Each row corresponds to a GO term.  Each column corresponds to a transcription factor.  Red indicates greater enrichment in distal targets.  Blue represents greater enrichment in proximal targets.

(B) Three plots highlighting examples of GO terms that exhibit different profiles of enrichment.  Each circle represents a TF.  The size of the circle represents the number of targets in that GO term that TF factor regulates (both proximally and distally).  The color of the circle represents the relative enrichment (proximal vs distal) using the same scale as shown in panel A.

**SUPPLEMENTAL REFERENCES**

Chepelev I, Wei G, Wangsa D, Tang Q, Zhao K. 2012. Characterization of genome-wide enhancer-promoter interactions reveals co-expression of interacting genes and modes of higher order chromatin organization. *Cell research* **22**(3): 490-503.

Consortium EP, Bernstein BE, Birney E, Dunham I, Green ED, Gunter C, Snyder M. 2012. An integrated encyclopedia of DNA elements in the human genome. *Nature* **489**(7414): 57-74.

Dekker J, Rippe K, Dekker M, Kleckner N. 2002. Capturing chromosome conformation. *Science* **295**(5558): 1306-1311.

Dixon JR, Selvaraj S, Yue F, Kim A, Li Y, Shen Y, Hu M, Liu JS, Ren B. 2012. Topological domains in mammalian genomes identified by analysis of chromatin interactions. *Nature* **485**(7398): 376-380.

Ester M KH, Sander J, Xu X. 1996. A density-based algorithm for discovering cluster in large saptial databased with noise. *Proceeding of 2nd international conference on knowledge discovery and data mining*: 226-231.

Gerstein MB, Kundaje A, Hariharan M, Landt SG, Yan KK, Cheng C, Mu XJ, Khurana E, Rozowsky J, Alexander R et al. 2012. Architecture of the human regulatory network derived from ENCODE data. *Nature* **489**(7414): 91-100.

Handoko L, Xu H, Li G, Ngan CY, Chew E, Schnapp M, Lee CW, Ye C, Ping JL, Mulawadi F et al. 2011. CTCF-mediated functional chromatin interactome in pluripotent cells. *Nature genetics* **43**(7): 630-638.

Hoffman MM, Ernst J, Wilder SP, Kundaje A, Harris RS, Libbrecht M, Giardine B, Ellenbogen PM, Bilmes JA, Birney E et al. 2013. Integrative annotation of chromatin elements from ENCODE data. *Nucleic acids research* **41**(2): 827-841.

Kohonen T. 2001. *Self-Organizing Maps*. Springer, Berlin.

Langmead B, Trapnell C, Pop M, Salzberg SL. 2009. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome biology* **10**(3): R25.

Milo R, Shen-Orr S, Itzkovitz S, Kashtan N, Chklovskii D, Alon U. 2002. Network motifs: simple building blocks of complex networks. *Science* **298**(5594): 824-827.

Neph S, Stergachis AB, Reynolds A, Sandstrom R, Borenstein E, Stamatoyannopoulos JA. 2012. Circuitry and dynamics of human transcription factor regulatory networks. *Cell* **150**(6): 1274-1286.

Pedregosa F. 2011. Scikit-learn:Machin learning in Python. *The journal of Machin Learning Research* **12**: 2825-2830.

Sanyal A, Lajoie BR, Jain G, Dekker J. 2012. The long-range interaction landscape of gene promoters. *Nature* **489**(7414): 109-113.

Wang L, Feng Z, Wang X, Wang X, Zhang X. 2010. DEGseq: an R package for identifying differentially expressed genes from RNA-seq data. *Bioinformatics* **26**(1): 136-138.

Zang C, Schones DE, Zeng C, Cui K, Zhao K, Peng W. 2009. A clustering approach for identification of enriched domains from histone modification ChIP-Seq data. *Bioinformatics* **25**(15): 1952-1958.

Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W et al. 2008. Model-based analysis of ChIP-Seq (MACS). *Genome biology* **9**(9): R137.

How the deposited data were processed for this re-analysis (not part of the article)

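ChIA-PET was measured for 6 factors in K562 cells (14 data sets) and for RAD21 in GM12878 cells (2 data sets). A data set is a list of binding peaks with a list of interactions. The authors kept PETs with matching linkers, aligned them to hg19, removed multiply mapped, duplicate and self-ligated PETs, called peaks, extended them by 1500 bp and scored linked peaks against a distance-matched rewired set at an FDR of 10%. For each interaction the deposited lists give counts of PETs over each anchor and linking both, which are not normalized, and a Z-score, a score made by the authors within each data set. The lists hold called interactions only, and the labels give no replicate numbers, so the replicates that the paper's Table S2 numbers were not used to group the lists. The numbers of peaks equal those of the paper's Table S2 in all 16 data sets, and the numbers of interactions are 1 lower there, where the table equals the number of lines with the header. Table S2 gives 72576997 to 225434403 sequenced PETs per data set.

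Positions were checked against GRCh37, and 0 peaks lay past a chromosome end. Genes came from GENCODE release 44 on GRCh37 (20090 protein-coding genes), and a promoter was the 2000 bp upstream of the gene record. Interactions were shared when both anchors overlapped by at least 1 bp. Random pairs were drawn 100 times from a data set's own peaks or anchors, on the same chromosome and within 10% of the distance where such a pair was found. Shares of peaks and interactions were compared with Fisher's exact test, Z-scores and distances with a Mann-Whitney test (exact, or by permutation with ties, where a class held fewer than 10), with Benjamini-Hochberg adjustment over data sets at 0.05. Intervals are 95% intervals (Wilson, or exact where named) and cover counting error only.

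Cell line-specific RAD21 interactions were called in every data set of 1 line and in none of the other, with a RAD21 peak at both anchors in all 5 data sets. Counts of genes with a promoter in such an interaction did not require these peaks. Linking PET counts of 789 interactions called in all 5 were compared with edgeR 4.0.16 (quasi-likelihood test, TMM) and, as an alternative, DESeq2 1.42.0, in R 4.3.3. On simulated counts the edgeR test recovered 196 of 200 changes of 4-fold, with 9 false calls. The other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and their functions were tested on simulated data. CTCF consensus matches (CCASYAGRKGGCRS, at most 2 mismatches) were sought in RAD21 anchors, and interchromosomal links that recur in at least 3 data sets were searched for words of 31 bases shared by both anchors, extended by 1500 bp.

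The genes and regions named were those the paper names with its ChIA-PET data, members of a list of 20 erythroid genes and a list of 20 B cell genes with a promoter in a cell line-specific interaction, and the 10 genes with the most promoter interactions in each line, a rule written with the tests and alternatives before the data were examined. BCL2L1 and the genes at recurrent interchromosomal links (BCR, ABL1, FAM78A, MST1P2, MST1, RNU2-2P, RNU2-64P and LINC00910) fall outside it and were chosen after their values were seen, and other genes named beside an anchor only mark its place. The alternatives concerned anchor extension, overlap, Z-score threshold, peak sets, mark definitions, random pairs, normalization and each data set left out. Equal list lengths, the RAD21 peaks of the larger K562 data set alone, binding in every data set for the PET counts and promoters of canonical transcripts were added after seeing the data. ChIP-seq, 5C, Hi-C, expression and chromatin state data were left out, since the deposited lists do not hold them, and the paper's Table S1, read in part, was used only to check the score formula.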

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

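The tests of random ligation, of repeats and of a mislabelled cell line were chosen only after the results were seen, and so were the comparison at equal list length and its tests. The paper left interchromosomal interactions out of its analyses, and links between the same loci that recur in at least 3 K562 data sets and in neither GM12878 data set are given here. Since only RAD21 was measured in GM12878, absence there can also come from the factor.

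The regions of BCR on chromosome 22 and ABL1 on chromosome 9, each the gene with 1 Mb on both sides, were joined by 22 calls in 8 K562 data sets, with 128 linking PETs in all and 0 calls in GM12878. Of these, 14 calls with 79 linking PETs, in 8 data sets, had an anchor in each gene. Random ligation needs at least 50% of the interchromosomal interactions with an anchor in either gene to go beyond 1 Mb of the other. Of 24 such interactions 3 did (12.5%, exact 95% interval 2.66% to 32.4%). The 10% set for its absence was written for links that end outside the other gene, and by that count 10 of the 24 did. Of these 10, 7 ended within 1 Mb of the other gene. K562 RAD21 11133 alone gave 12 of the 21 links to the other region and 0 of the 3 beyond it. The share therefore rests largely on 1 data set and does not decide about random ligation. Reads of repeats placed at the wrong locus cannot be told apart by the 0 calls in GM12878, since links between loci of shared sequence, such as MST1P2 and MST1, had 0 calls there too, although the anchors of the call with the most linking PETs at BCR and ABL1 shared 0 words of 31 bases. Joining of the loci in the K562 genome, the fusion known for this line, may be the cause, since 100% of calls had anchors before the end of BCR and after the start of ABL1, where 25 of 100 and 39 of 87 peaks of K562 RAD21 11133 within 1 Mb lay on the other sides. It stays open because it would also need linking PETs to fall with distance from the joint, and the place of the joint is not in the lists. Distance from the gene ends over called links decides nothing about this (Spearman's rho -0.038 over 22 calls of 8 data sets, permutation p = 0.854, and -0.25 over 13 calls of RAD21 11133, p = 0.398).

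FAM78A on chromosome 9 was linked to chromosome 13 (108654601 to 108661599) by 11 calls in 8 data sets. MST1P2 on chromosome 1 and MST1 on chromosome 3 were joined by 8 calls in 8 data sets. Loci on chromosome 7 (128170617 to 128171857) and chromosome 17 (60555410 to 60556515) had 5 calls in 5 data sets. RNU2-2P on chromosome 11 was linked to LINC00910 on chromosome 17 by 13 calls in 4 data sets. RNU2-64P on chromosome 3 was linked to LINC00910 by 11 calls in 4 data sets. Between RNU2-64P and RNU2-2P there were 4 calls in 3 data sets. Loci on chromosome 9 (131872471 to 131874409) and chromosome 17 (29035121 to 29036467) had 3 calls in 3 data sets.

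Of 4733 bound interactions of K562 RAD21 11133, 34.0% and 34.8% were shared with the other K562 RAD21 data sets and 51.1% and 53.7% with those of GM12878. A mislabelled cell line would lack the link of BCR to ABL1, which has 5 calls with an anchor in each gene in this data set and 13 between the regions. With the top 3292 interactions of each list, it shared more with K562 than with GM12878, 51.0% and 51.7% against 43.8% and 43.9% of 1621 bound interactions (exact test on interactions shared with 1 of the compared data sets alone, highest adjusted p = 5.21e-06, Benjamini-Hochberg over 24 comparisons). Without the requirement of binding it shared 29.8% and 30.0% with K562, against 27.3% with GM12878 RAD21 8688 (same exact test, adjusted p = 0.00916 and 0.00638) and 28.7% with GM12878 RAD21 11363 (adjusted p = 0.272 and 0.228). These values go with the length of the interaction lists as the cause. Length would also need the other K562 data sets to share more with RAD21 11133 than with GM12878. Without the requirement of binding they did, 31.9% against at most 29.3% for RAD21 3314 (adjusted p = 0.00638) and 31.1% against at most 28.3% for RAD21 3631 (adjusted p = 0.00279). Among bound interactions 2 K562 data sets shared more with a GM12878 data set than with RAD21 11133, within counting error, 35.6% against 34.5% for RAD21 3314 (adjusted p = 0.343) and 34.8% against 34.2% for RAD21 3631 (adjusted p = 0.687). Among bound interactions, list length therefore cannot be told apart from other differences between the data sets. These tests cover counting error only. By its number of peaks in the paper's Table S2, RAD21 11133 is another biological replicate than the other K562 data sets, and a difference between these replicates stays open, as untested.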

How the results depend on the processing

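The alternatives with equal list lengths, the RAD21 peaks of the larger K562 data set alone, PET counts of bound interactions and canonical promoters, and the splits with RAD21 3314 and 3631 as 1 sample, were chosen only after the results were seen. No paired analysis was possible because the labels give no replicate numbers, and those of the paper's Table S2, which can be tied to the lists by numbers of peaks alone, were not used. Of 141 alternatives to 20 results, 104 kept the result within its spread or its side of the threshold, 36 moved it, 1 brought it past the threshold and 0 reversed it; the cause was not tested. The enrichment of RAD21 at interacting loci kept a count of 11 in the alternatives run, and the share of interactions found in more than 1 factor ranged from 28.3% to 36.0% with a data set left out. The median anchor of 411 bp became 3411 bp with 1500 bp added on each side and 2699 bp as the median of factor medians, and ranged from 357 to 925 bp with a data set left out, the highest without RAD21 11133. The median distance of 109398 bp became 77001 bp as the median of factor medians and ranged from 92601 to 114074 bp with a data set left out. The count of 7 data sets with higher Z-scores at RAD21 on both ends became 11 with RAD21 peaks found in every K562 RAD21 data set, 4 with anchors extended by 1500 bp and 3 within deciles of distance (7 to 10 with a RAD21 data set left out). The count of 2 with RAD21 at both ends more often than random pairs became 11 against random pairs of all peaks (2 to 3 with a RAD21 data set left out). With histone peaks found in every data set of the mark, the enhancer- to promoter-marked share was 15.2% in place of 19.9% for RAD21 and 15.8% in place of 29.7% for H3K4me1, and active pairs were shorter in 11 data sets in place of 6. For H3K4me1 that share was 33.1% with the enhancer mark from H3K4me1 alone and 34.3% with extended anchors. Without the requirement of RAD21 peaks in both lines, 32.4% of interactions in place of 48.2% were shared between lines. K562-specific interactions numbered 196, and 125 with anchors extended by 10 kb, 359 without the requirement of binding, 549 when called in at least 2 data sets, and 280 to 373 with a data set left out. GM12878-specific interactions numbered 778, and 1788 without the requirement of binding, 215 at equal list length, and 836 to 1867 with a data set left out. At equal list length the cell lines gave 407 specific interactions in all and the split of K562 RAD21 3314 and 3631 from the rest 697, and with anchors extended by 10 kb 651 and 723, while with this pair as 1 sample the other splits gave at most 182 and 328. Leaving out K562 RAD21 11133 gave 373 and 1477, GM12878 RAD21 8688 298 and 1793, and GM12878 RAD21 11363 346 and 1867. Linking PETs were higher in GM12878 for 65 and in K562 for 84 interactions with edgeR, 1 and 3 with DESeq2, 65 and 82 of 757 bound interactions, and 4 and 13 of 193 interactions with at least 10 linking PETs in every data set. With a data set left out these counts were 0 to 58 and 0 to 61, with 0 and 0 by edgeR without K562 RAD21 11133 (107 at an unadjusted p under 0.05), 50 and 54 without K562 RAD21 3314, 44 and 32 without GM12878 RAD21 8688 and 41 and 25 without GM12878 RAD21 11363; where a line was left with 1 sample, it was assumed to vary like the other. The odds ratio of enhancer- to promoter-marked pairs in K562-specific interactions, 1.43, was 1.58 (Fisher's exact test, p = 0.0125) with the enhancer mark from H3K4me1 alone, and p ranged from 0.0125 to 0.212 over its alternatives.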

Differences from the paper's values

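No test was chosen for this part after the results were seen. The paper's median size of interacting loci in K562 is 3603 bp, against 411 bp here. Of the alternatives set before the data were examined, the median falls within the paper's value by the criterion used (a ratio of at most 1.5) with anchors extended by 1500 bp (3411 bp), the extension the paper used for calling, and as the median of factor medians (2699 bp), and not with a data set left out (357 to 925 bp).

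The paper's share of interactions found in more than 1 data set is 65%, against 34.0% here. The groups are unlike, since the paper combined biological replicates after PET filtering, while the lists here were called for each data set, and this holds for Table S3 and the Z-scores below as well. It comes within the criterion with anchors extended by 10 kb (50.1%), and not with anchors extended by 1500 bp (39.6%), reciprocal overlap (33.7%), the top 50% by Z-score (32.3%), merged interactions (29.7%) or a data set left out (28.3% to 36.0%). In the paper's Table S3 the share is 64.5% for H3K4me1, 60.8% for POLR2A and 68.1% for RAD21, against 38.3%, 40.03% and 29.3% here. For H3K4me1 and POLR2A the values with anchors extended by 1500 bp (49.9% and 45.8%) and by 10 kb (64.7% and 59.7%) come within the criterion, and those with reciprocal overlap, the top 50% by Z-score and merged interactions do not. For RAD21 none of these alternatives does, the highest being 40.8% with 10 kb.

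The paper's number of K562-specific interactions is 448. It comes from a test on clustered PETs at an FDR, which the deposited lists do not allow. By presence in the lists, the number here is 196. It comes within the criterion without the requirement of RAD21 binding (359), when called in at least 2 data sets (549), without K562 RAD21 11133 (373) and without GM12878 RAD21 11363 (346). It does not with anchors extended by 1500 bp (155) or 10 kb (125), or without K562 RAD21 3314 (293), K562 RAD21 3631 (280) or GM12878 RAD21 8688 (298).

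The paper states that Z-scores were higher with RAD21 at both ends in all data sets. Over the separately called lists here the median was higher than at neither end in 9 of 11 and passed the test in 7. The test passed in 11 of 11 with RAD21 peaks found in every K562 RAD21 data set. It passed in 4 with anchors extended by 1500 bp and in 3 within deciles of distance. The paper also proposes that these factors act at both ends. RAD21 lay at both ends more often than in each of 100 draws of random pairs of the same anchors in 2 of 11 data sets, and in 11 of 11 against random pairs of all peaks. Draws of the same anchors can return the called pairs, so a share within them does not argue against the proposal. It states that enhancer to promoter interactions are enriched among cell line-specific interactions. The odds ratio for K562 was 1.43 (Fisher's exact test, p = 0.0597), 1.58 (p = 0.0125) with the enhancer mark from H3K4me1 alone, 1.36 (p = 0.101) with extended anchors and 1.22 (p = 0.212) without the requirement of binding. The paper's Fig. 3F compares percentages of TSS with those of all genes, and the odds ratio here compares specific with shared interactions. The classes here come from ChIA-PET peaks and not from the paper's chromatin states, and GM12878 was not classed.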

Other observations

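The tests of sequence shared between linked loci were chosen only after the links were seen. SAMD4A, which encodes an RNA-binding protein, had its promoter in the most merged RAD21 interactions of K562 (16, of which 4 in more than 1 data set), followed by SUDS3 (11, of which 2) and GRIK4 (10, of which 0), where the median of 1669 genes with any was 1. In GM12878 MARK2, a kinase of microtubule-associated proteins, came first with 15 (6 in more than 1 data set), followed by MGAT5 (12, of which 2) and SAMD4A (11, of which 4). GADD45B and STAG1 had 9 each in K562. SLC25A37, a mitochondrial iron transporter of erythroid cells, had 8 in K562, 2 of them in more than 1 data set, and was tied with other genes for the last of the 10 places. With promoters of canonical transcripts, an alternative chosen after seeing the data, SAMD4A and SLC25A37 were not among the 10 genes listed for K562. The last places of that list were ties at 8. SAMD4A had 8 in GM12878, where MGAT5 was not among the 10 highest. Of the erythroid genes BCL2L1, which encodes an inhibitor of apoptosis and was chosen after its values were seen, had its promoter in an interaction called in all 5 RAD21 data sets. With canonical promoters POU2F2, a B cell transcription factor, was in a GM12878-specific interaction on chromosome 19 from 42612740 to 42613187 and 42637248 to 42637553 with 30 linking PETs (1 of 20 B cell genes against 190 of 20070 others, Fisher's exact test, p = 0.174, adjusted p = 0.696).

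CTCF motifs at RAD21 anchors faced each other in 87.3% to 92.1% of interactions with a single match at each anchor, in 5 of 5 data sets, against 25% for random orientation. For K562 RAD21 11133 these were 3712 of 4254 interactions (Wilson 95% interval 86.2% to 88.2%) and 24 faced apart. If placement of motifs along the chromosome were the cause, random pairs of the same anchors at matched distance would converge in at least 50% of cases, and their median over data sets was 15.9% (highest draw 19.1%), a value that also lies below the 20% to 35% set for its absence. With at most 1 mismatch the share was higher in 5 of 5 data sets (90.7% to 94.0%), which decides nothing about chance matches of the consensus, since removing matches of random direction can only raise a share above 25%. The paper does not report motif orientation, and interactions may depend on it.

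Some recurrent interchromosomal links may come from sequence shared by the linked loci. At the anchors of the call with the most linking PETs, MST1P2 and MST1 share 1784 words of 31 bases, where the highest of 100 random pairs of peaks shares 16. The loci on chromosomes 7 and 17 with 5 calls share 1764. BCR and ABL1 share 0, and FAM78A and its partner on chromosome 13 share 2, which is no more than random pairs. The links between RNU2 loci share 47 and 34 words, and 0 for RNU2-64P with RNU2-2P, so the explanation is open for them. Of 9 recurrent links found in both lines 6 share more words than the highest random pair, and of 8 found in K562 alone 4 do. GM12878 has data for RAD21 alone, so a link found in K562 alone may rest on factors not measured in GM12878.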
